# Improved RNA preparation for RNA-seq of the intracellular bacterium *Wolbachia w*AlbB

**DOI:** 10.3389/fmicb.2025.1667452

**Published:** 2026-01-08

**Authors:** Lara V. Behrmann, Theresa A. Harbig, Achim Hoerauf, Kay Nieselt, Kenneth M. Pfarr

**Keywords:** Dynabeads, endobacteria, mRNA depletion, riboPOOLs, RNA-seq, rRNA depletion, transcriptome analysis, *Wolbachia*

## Abstract

Despite advances in RNA-seq, investigating the transcriptome of intracellular bacteria remains challenging due to the substantial presence of host RNA. In the case of *Wolbachia* spp. that are propagated in insect cell lines, commercially available rRNA depletion kits are often not suitable. Here, we describe a method to study the transcriptome of *Wolbachia w*AlbB in the *Aedes albopictus* cell line C6/36. Custom-designed riboPOOLs (siTOOLs Biotech) were used to remove both prokaryotic and eukaryotic rRNA. To enrich the bacterial mRNA, eukaryotic mRNA was depleted using Dynabeads (Thermo Fisher Scientific). Compared to RNA prepared using the Illumina Ribo-Zero Plus Depletion Kit alone, additional depletion of eukaryotic mRNA increased wolbachial reads 7-fold to 0.7% of all reads. After removing eukaryotic and prokaryotic rRNAs with custom-designed riboPOOLs, there was a 300-fold increase of reads that mapped to *Wolbachia* (30.2%). Combining customized rRNA depletion from both organisms with eukaryotic mRNA depletion was more cost-effective than simply increasing the number of sequencing reads. This method can potentially be used for the enrichment of bacterial mRNA in studies of intracellular bacteria that cannot be propagated in standard cell lines.

## 1 Introduction

RNA sequencing (RNA-seq) has been used for almost 20 years for transcriptome analysis, offering unparalleled insights into the transcriptional landscape of cells and tissues. It is particularly useful for identifying differentially expressed genes, uncovering regulatory mechanisms, and understanding functional responses at the molecular level during processes such as development, disease, or treatment response (Wang et al., 2009; Stark et al., 2019).

Because ribosomal RNA (rRNA) accounts for the vast majority of total RNA, its presence can dominate sequencing reads, thereby limiting the detection of RNA species of interest, such as messenger RNA (mRNA) or non-coding RNAs. In eukaryotes, mRNA can be enriched via their poly(A) tails, whereas bacterial mRNAs lack this feature, making efficient rRNA depletion particularly critical. Commercially available RNA-seq kits are designed to streamline the process of rRNA depletion, library preparation, and sequencing, providing high-quality results for various biological systems. Standard kits are optimized for commonly used model organisms, i.e., human, mouse, rat, or bacteria (Kumar et al., 2012; Kumar et al., 2016; Koh et al., 2023; Cantin et al., 2024). However, when working with non-standard organisms, such as insect cell lines, the suitability of these kits can vary, especially for rRNA depletion. The differences in rRNA sequences in these species from those used to design commercial rRNA depletion probes prevent effective binding of the probes, resulting in insufficient rRNA removal and rRNA contamination that can mask the mRNA signal (Koh et al., 2023; Cantin et al., 2024). The challenge becomes even greater when studying intracellular bacteria, such as *Wolbachia,* in non-standard organisms or cell lines, as these bacteria often have small genomes and can be present in low numbers in host cells (Westermann et al., 2012; Raquin et al., 2015; Kumar et al., 2016). Consequently, transcriptome analysis of intracellular bacteria can be hampered by the presence of both bacterial and host rRNA, as well as host mRNA.

*Wolbachia* spp. are Gram-negative obligate intracellular Alphaproteobacteria found in arthropods and filarial nematodes. They are one of the most widespread endosymbionts, with 40–52% of arthropods being infected (Zug and Hammerstein, 2012; Weinert et al., 2015), and have medical relevance for hindering the transmission of viral diseases and treating diseases caused by filarial nematodes (Slatko et al., 2014). Nevertheless, analysis of the transcriptome of *Wolbachia* spp. is still difficult (Chung et al., 2020; Cantin et al., 2024).

While transcriptomics has been applied to study the effect of *Wolbachia* on their hosts, there are only a few studies on the transcriptomes of *Wolbachia* itself. There have been five studies on *Wolbachia* of the filarial nematodes *Onchocerca ochengi* (Darby et al., 2012), *Dirofilaria immitis* (Luck et al., 2014; Luck et al., 2015) and *Brugia malayi* (Grote et al., 2017; Chung et al., 2019), and five studies on *Wolbachia* of *Drosophila melanogaster* (Darby et al., 2014; Gutzwiller et al., 2015; Rainey et al., 2016; Lindsey et al., 2021) and *Aedes albopictus* (Leitner et al., 2021). Three of these investigated the effect of virus infection on *Wolbachia* (Rainey et al., 2016; Leitner et al., 2021; Lindsey et al., 2021). A recent re-analysis of the seven *Wolbachia* transcriptome data sets from non-viral studies revealed “a coordinated transcriptional response of translational proteins across diverse *Wolbachia* strains and host contexts,” although fewer than 100 differentially expressed genes were identified and a general lack of global gene regulation was concluded (Chung et al., 2020). The study also found that previous *Wolbachia* transcriptomic studies might not have achieved the necessary sequencing depth for differential expression analyses of *Wolbachia*, with usually less than 10% of all reads mapping to *Wolbachia*.

Although we recently published a cell-free system that allows for the extracellular cultivation of *Wolbachia w*AlbB for 12 days (Behrmann et al., 2024), long-term culturing of *Wolbachia* spp. is only possible *in vitro* in insect cell lines (Fallon, 2021). Several *Wolbachia*-infected insect cell lines have been established; primarily based on *A. albopictus* (e.g., C6/36 and Aa23) and *D. melanogaster* (JW18) (Fallon, 2021). This impedes their RNA analysis since insect cell rRNA depletion was less efficient with standard kits (Kumar et al., 2016). While rRNA depletion kits have been successfully developed for rRNA from the most commonly studied eukaryotes, i.e., human, mouse, rat, rRNA depletion kits for insect cells are limited to *Drosophila* (Kumar et al., 2012; Kumar et al., 2016; Koh et al., 2023; Cantin et al., 2024).

Here, we present a method based on custom-designed riboPOOLs and eukaryotic mRNA depletion, which resulted in 30.2% of reads mapping to the *Wolbachia w*AlbB genome. This method should enable further studies of the wolbachial transcriptome, including upon antibiotic treatment, and might be adapted for other intracellular bacteria and for viral studies.

## 2 Methods

### 2.1 C6/36 insect cell culture

The *A. albopictus* C6/36 insect cell line, uninfected or infected with the *Wolbachia pipientis* supergroup B strain of *A. albopictus* (*w*AlbB), was cultured as previously described (Turner et al., 2006; Henrichfreise et al., 2009). *Wolbachia*-infected C6/36 cells were incubated in plug-sealed 75 cm^2^ culture flasks (Greiner, Kremsmünster, Austria) at 26 °C in 15 mL Leibovitz’s L15 medium (Thermo Fisher Scientific, Waltham, Massachusetts, USA) supplemented with 20% heat-inactivated FCS (PAN-Biotech, Aidenbach, Germany), 1% MEM nonessential amino acids (Thermo Fisher Scientific), 2% tryptose phosphate broth (Sigma-Aldrich, St. Louis, Missouri, USA) and 1% penicillin/streptomycin (Thermo Fisher Scientific). They were passaged every 7 days, with 3 mL of the passage added to a new flask with 12 mL fresh medium. Medium exchange (10 mL) was performed 3 days after passaging.

For RNA isolation, insect cells were harvested using a cell lifter (Corning, New York, USA), stained with trypan blue (0.4%, Thermo Fisher Scientific), and counted in a Neubauer chamber (Laboroptik, Bad Homburg, Germany). The cells were then diluted to the desired concentration and either directly centrifuged or seeded into 12-well plates (Greiner) and further incubated in a final volume of 2 mL for up to 9 days [typical duration for antibiotic assays of *Wolbachia* (Johnston et al., 2014)]. Cells were harvested from the plates with a cell lifter (Sarstedt, Nümbrecht, Germany). Unless stated otherwise, cells were centrifuged at 500 g for 20 min at 4 °C (Centrifuge 5,417 R, Eppendorf, Hamburg, Germany), and the supernatant carefully removed via pipetting.

### 2.2 RNA preservation

Different insect cell numbers were tested, i.e., 6.75 × 10^6^, 10^5^, and 10^4^ cells/mL in duplicates. 200 μL cell culture of the different dilutions were harvested (160 g, 4 °C, 10 min), and various RNA preservation methods were tested: shock freezing in liquid nitrogen, RNAlater™ Stabilization Solution (Thermo Fisher Scientific), and QIAzol Lysis Reagent (Qiagen, Hilden, Germany).

For RNAlater preservation, cells were either stored in 50 μL RNAlater overnight at 4 °C, followed by supernatant removal via centrifugation (6,000 g, 4 °C, 10 min), and the pellet subsequently frozen at −80 °C (RNAlater I), or the cells were directly frozen in liquid nitrogen after the addition of RNAlater (RNAlater II). For QIAzol preservation, 700 μL of the reagent was added, the pellet was vortexed until fully suspended, and then frozen in liquid nitrogen. All samples were transferred from liquid nitrogen to −80 °C for storage until RNA extraction. Before extraction, RNAlater II samples were centrifuged (6,000 g, 4 °C, 10 min) and the RNAlater removed by pipette. 700 μL QIAzol was added to all pellets prior to the organic phase separation step.

In subsequent experiments, 1.8 mL of cell culture was harvested to simulate conditions suitable for drug susceptibility testing in 12-well plates, where a total volume of 2 mL is used, leaving 200 μL available for DNA extraction. In the last experiment with custom-designed riboPOOLs, 2 mL were harvested from cell culture flasks. The pellet was resuspended in 1 mL of QIAzol, an adaptation made to accommodate the increased starting material. The solution was then frozen in liquid nitrogen and stored at −80 °C until RNA extraction.

### 2.3 RNA extraction

All work surfaces were cleaned with RNase AWAY (Thermo Fisher Scientific), and pipettes, tips, and reagents were exclusively used for RNA assays to prevent contamination. An FFP2 mask was worn during all RNA handling steps to minimize the risk of contamination.

Total RNA was extracted from *w*AlbB-infected C6/36 cells using the miRNeasy Mini Kit (Qiagen, Hilden, Germany), with protocol adaptations. Samples were incubated at 37 °C in a heating block until completely thawed, ensuring that all salts were fully dissolved. After an additional 5 min incubation at room temperature, samples were mixed with 200 μL chloroform (Carl Roth, Karlsruhe, Germany) for the initial experiments or 100 μL 1-bromo-3-chloro-2-propanol (BCP, Tokyo Chemical Industry, Tokyo, Japan). BCP was preferred over chloroform due to its reduced toxicity and the need for only half the volume (Chomczynski and Mackey, 1995). The sample-chloroform/-BCP mixture was vigorously shaken for 15 s, followed by a 2–3 min incubation at room temperature. Phase separation was achieved through a 15 min centrifugation at 12,000 g, 4 °C. The upper aqueous phase, containing the nucleic acids, was retained, with 350 μL applied to the Qiagen column.

We included the optional DNase I treatment to eliminate contaminating DNA. Buffer RWT was prepared with isopropanol, as recommended by the manufacturer’s protocol for cases of low expected RNA yield. Column-based steps were performed manually for RNA preservation or automated using the QIAcube robotic workstation (Qiagen, Hilden, Germany) for subsequent experiments, according to the protocol. Total RNA was eluted in 30 μL of RNase-free water. 4 μL of RNA was set aside for further quality analysis, while the remaining RNA was stored at −80 °C.

### 2.4 Quality control

RNA concentration, A260/A280 and A260/A230 ratios were measured using the NanoVue spectrophotometer (VWR, Radnor, Pennsylvania, USA). RNA quality was assessed using the Experion Automated Electrophoresis Station (Bio-Rad, Hercules, California, USA). Based on the RNA concentrations determined by spectrophotometry, the RNA StdSens (700-7103, Bio-Rad) or HighSens (700-7105, Bio-Rad) kits were selected and used as per the manufacturer’s protocol. After each depletion step, NanoVue and Experion measurements were repeated to monitor any changes in RNA concentration and quality. The “scale to global” setting was used for all virtual gels to normalize the relative intensity of the lanes in the virtual gel.

To assess the efficacy of bacterial rRNA and eukaryotic mRNA depletion, RT-qPCRs were performed to quantify the copy number of wolbachial 16S rRNA and insect cell actin transcripts. No-RT controls were included to control for DNA contamination. cDNA synthesis was carried out using LunaScript RT SuperMix Kit (New England Biolabs, Ipswich, Massachusetts, USA) with 15 ng (initial testing of poly(A) depletion), 100 ng (initial testing of riboPOOLs and Terminator exonuclease), or 5 ng (depletion with custom-designed riboPOOLs) input RNA. Subsequent 16S rRNA and actin qPCRs were performed as previously described (Makepeace et al., 2006; Henrichfreise et al., 2009; Behrmann et al., 2024).

### 2.5 rRNA depletion

Different methods were tested for rRNA depletion. The Illumina Ribo-Zero Plus Depletion Kit (Illumina, San Diego, California, USA) was used to deplete rRNA from total RNA or poly(A)-depleted RNA, following the manufacturer’s protocol (see 2.7 rRNA sequencing).

The rRNA depletion using riboPOOLs (siTOOLs Biotech, Planegg, Germany) was carried out on total RNA according to the manufacturer’s instructions, using the maximum input of 5 μg RNA. Four different riboPOOLs were employed: Pan-Bacteria (dp-K012-26), *A. albopictus* (dp-K012-47), and custom-designed riboPOOLs for *Wolbachia* and *A. albopictus*. Initially, 1 μL of riboPOOLs was used per 20 μL reaction, as recommended by the manufacturer. Later, the riboPOOLs volume was increased to 2 μL (noted in relevant experiments), necessitating a proportional doubling of the streptavidin-coated magnetic beads. RNA clean-up was achieved through ethanol precipitation performed overnight at −20 °C, followed by washing steps the next day. When rRNA depletion with riboPOOLs was combined with eukaryotic mRNA depletion, ethanol precipitation was performed after the final depletion step.

In a third trial, the Terminator exonuclease (TER51020, Epicentre, Madison, Wisconsin, USA) was used for 2.5 μg of total RNA following the standard protocol, but without the addition of RNase inhibitor. The reaction was terminated using the riboPOOLs protocol.

### 2.6 Eukaryotic mRNA depletion

Eukaryotic mRNA was depleted using Dynabeads (Thermo Fisher Scientific), which have oligo (dT)_25_ residues that bind to the poly(A) tail of eukaryotic mRNA. The depletion generally followed the manufacturer’s instructions optimized for 75 μg of RNA in a volume of 100 μL with 100 μL binding buffer, with adaptations for RNA input in our study. In the initial Dynabeads test, 20–25 μL of total RNA were mixed with 25 μL binding buffer. For the Ribo-Zero and riboPOOLs comparison, 12 μg of total RNA or 0.25 μg of rRNA-depleted RNA were used per reaction for the first set of biological replicates, while 26–29 μg of total RNA or 0.3–0.6 μg of rRNA-depleted RNA were used per reaction for the second set. In these cases, 20 μL of total RNA were diluted with 80 μL H_2_O and mixed with 100 μL binding buffer; for rRNA-depleted RNA, 80 μL of RNA were mixed with 20 μL H_2_O and 100 μL binding buffer. For the final RNA-seq (RNA-seq run 3), 1.1–1.4 μg of rRNA-depleted RNA in a total volume of 170 μL were used, and, following the manufacturer’s instructions for dilute RNA, an equal volume of binding buffer was added. In all cases, the supernatant, containing RNA without eukaryotic mRNA, was not discarded but retained for further processing. The mRNA fraction bound to the beads was eluted in 5 μL of 10 mM Tris–HCl. Ethanol precipitation was performed as described earlier before samples were analyzed via Experion and some samples were sent for RNA-seq.

### 2.7 RNA sequencing

To determine the most effective strategy for RNA preparation, three sequencing runs were carried out on libraries generated with the different rRNA depletion methods.

RNA samples were quality checked and quantified using the Qubit RNA HS Assay Kit and an Agilent 2,100 Bioanalyzer using the RNA 6000 Pico Kit (Agilent). Library preparation was performed with the Illumina Stranded Total RNA Prep Kit, and ligation with the Illumina Ribo-Zero Plus Kit according to the manufacturer’s instructions without the initial rRNA depletion step for already rRNA-depleted samples. In brief, 5 ng of poly(A)-depleted RNA or rRNA- and poly(A)-depleted RNA was used for cDNA library construction, adapter ligation and 15 cycles of barcoding PCR using IDT for Illumina RNA UD Indexes Ligation. Obtained libraries were quantified with Qubit 1x DNA HS Assay Kit (Thermo Fisher) and the fragment distribution was checked on an Agilent 2,100 Bioanalyzer using High Sensitivity DNA Kit (Agilent).

The different rRNA depletion methods were compared with and without additional eukaryotic mRNA depletion using Dynabeads. Run 1 tested Ribo-Zero Plus depletion. Run 2 compared Ribo-Zero Plus and riboPOOLs depletion in combination with Dynabeads. Run 3 evaluated the performance of the custom-designed riboPOOLs. The first run included three libraries (biological replicates) and was sequenced as paired-end reads (100 bp) on a NovaSeq 6,000 platform (Illumina) to a depth of 28.9–34.6 million reads per library. The second run included four libraries corresponding to two technical replicates per condition and was sequenced as single-end reads (100 bp) on a MiSeq platform to a depth of 21–45 thousand reads per library. The third run included two technical replicates and was sequenced as single-end reads (100 bp) on a NovaSeq 6,000 platform (Illumina) to a depth of 178 and 197 million reads, respectively.

RNA sequencing of the first run was performed by the CeGaT GmbH, Tübingen. RNA sequencing of the second and third run was performed by the Institute for Medical Microbiology (part of the NGS Competence Center NCCT (Tübingen, Germany)) while data management for all runs, including storage of raw data for this project were done by the Quantitative Biology Center (QBiC, Tübingen, Germany).

For all three runs, sequencing statistics, including the quality per base and adapter content assessment of resulting transcriptome sequencing data were conducted with FastQC v0.11.5 (Andrews, 2015). All read mappings were performed independently against the reference strain of *Wolbachia pipientis w*AlbB (RefSeq ID: NZ_CP031221.1) and the reference strain of *A. albopictus* (RefSeq ID: GCF_006496715.1). The mappings of all samples were conducted with HISAT2 v2.1.0 (Kim et al., 2015). The first run with paired-end reads was run in paired-end mode with spliced alignment enabled. For the second and third runs, spliced alignment of reads was disabled and library type was set to reverse (HISAT2 parameter --no-spliced-alignment and --rna-strandness R).

The resulting mapping files in SAM format were converted to BAM format using SAMtools v1.9 (Li et al., 2009). Mapping statistics, including percentage of mapped reads and fraction exonic region coverage, were conducted with the RNA-Seq module of QualiMap2 v2.2.2-dev (Okonechnikov et al., 2016). Gene counts for all samples were computed with featureCounts v1.6.4 (Liao et al., 2014) based on the annotation of the respective reference genome, where the selected feature type was set to transcript records (featureCounts parameter -t transcript). A quality check for rRNA was performed with a self-written script based on the absolute counts of annotated rRNAs (Supplementary material - rRNA coordinates). For visualization of read coverage across rRNA loci, mapped reads were inspected using the Integrative Genomics Viewer (IGV, version 2.19.7) (Robinson et al., 2011).

All raw read datasets as well as count tables from featureCounts can be found in NCBI’s Gene Expression Omnibus under accession number GSE297421.

### 2.8 Design of riboPOOLs

To investigate the similarity of specific sequences to explicitly labeled rRNA genes, a multiple sequence alignment was created using MUSCLE (v.3.8) with default parameters (Edgar, 2004; Madeira et al., 2024) and a phylogenetic tree was created using iTOL (Letunic and Bork, 2024). Twelve sequences were identified with a similarity <95%, eight of which were already included in the *A. albopictus* riboPOOL. The remaining four were sent to siTOOLs Biotech and an additional riboPOOL was created. For *Wolbachia w*AlbB, the three rRNA sequences (5S, 16S, 23S) were sent to siTOOLs Biotech and a custom-designed riboPOOL created accordingly. This custom-designed riboPOOL has been added to the commercial repertoire of siTOOLs Biotech (dp-K012-86). The exact sequence of the riboPOOLs is proprietary knowledge of siTOOLs Biotech.

## 3 Results

### 3.1 Optimization of RNA preservation

Common issues in RNA extraction are low RNA yields and degradation. To optimize RNA preservation, different methods (shock freezing, RNAlater, and QIAzol) were tested at varying insect cell concentrations (6.75 × 10^6^, 10^5^, 10^4^ cells/mL). As expected, higher cell numbers resulted in increased RNA concentrations and better A260/A280 and A260/A230 ratios (data not shown). Further analysis with the Experion Station revealed that, while shock freezing produced the highest RNA concentration, it led to significant RNA degradation, with an RNA quality indicator (RQI) of 1.9 (an RQI ≥ 7 is recommended for RNA-seq) and multiple bands on the virtual gel (Table 1; Figure 1; Supplementary Figure 1). Freezing the pellet of 200 μL confluent cell culture (~10^6^ cells) in QIAzol yielded the best results, providing an RQI of 10 and twice the RNA concentration compared to RNAlater samples. For all subsequent experiments, cells were preserved in QIAzol before RNA extraction.

**Table 1:** Experion analysis of RNA from different preservation methods at varying insect cell concentrations.

RNA preservation method	Insect cell concentration (× 6.75/mL)	Concentration (ng/μL)	RQI^*^
Shock freezing	10^6^	118.96	1.9
	10^5^	5.39	/
	10^4^	1.33	/
RNAlater I	10^6^	55.29	10.0
	10^5^	6.47	/
	10^4^	1.11	/
RNAlater II	10^6^	42.63	10.0
	10^5^	4.91	/
	10^4^	4.77	/
QIAzol	10^6^	114.63	10.0
	10^5^	8.57	/
	10^4^	1.61	/

* The determined RNA quality indicator (RQI) values are shown. A dash (/) indicates that RQI could not be determined due to insufficient RNA concentration. RQI values ≥7 were considered indicative of acceptable RNA quality for RNA-seq.

**Figure 1:**
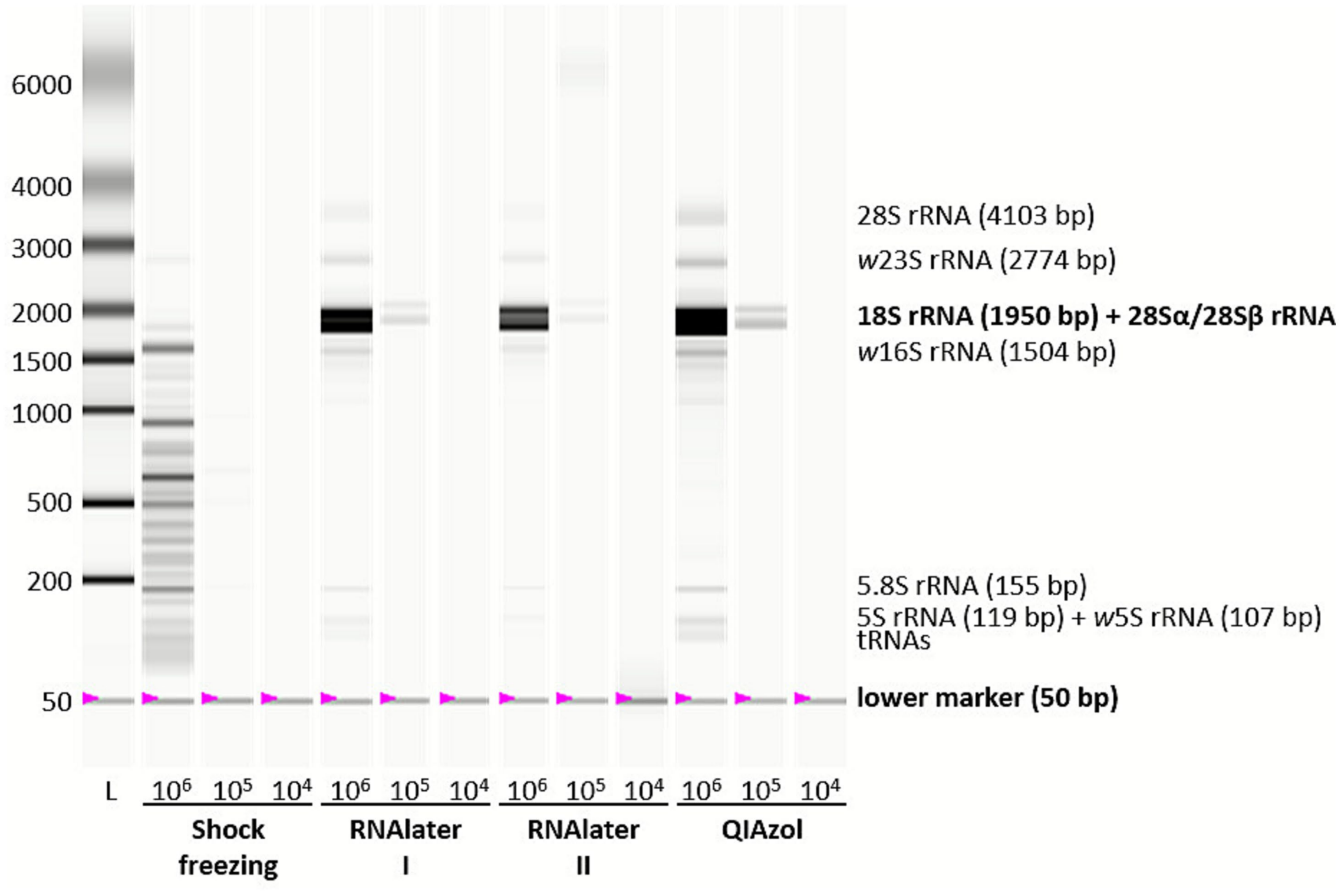
Virtual gel of RNA from different RNA preservation methods at varying insect cell concentrations. Insect cells, at concentrations of 6.75 × 10^6^, 10^5^, and 10^4^ cells/mL, were preserved using shock freezing, RNAlater (I: Incubation overnight at 4 °C with an additional washing step before freezing, II: Direct freezing), or QIAzol. RNA was extracted with the miRNeasy Mini Kit and subsequently analyzed with the Experion StdSens Kit using the eukaryotic total RNA protocol on the Experion Automated Electrophoresis Station. The resulting virtual gel is shown, with insect and *Wolbachia* rRNA as well as tRNA bands labeled.

Large rRNAs, 18S and 28S in eukaryotes and 16S and 23S in prokaryotes, are commonly assessed by gel electrophoresis to evaluate RNA integrity, with two distinct rRNA bands indicating intact RNA. However, insect cell rRNA often appears degraded, showing only one prominent band. This phenomenon is due to a “hidden break” in the 28S rRNA, which causes it to split into two fragments of similar size that co-migrate with 18S rRNA during denaturation (Gould, 1967; Ishikawa and Newburgh, 1972; Winnebeck et al., 2010).

### 3.2 Enrichment for wolbachial reads via rRNA and eukaryotic mRNA depletion

Because no commercial rRNA depletion kit is available for RNA-seq of *Wolbachia*, we tested different rRNA depletion methods with and without eukaryotic mRNA depletion.

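The first sequencing run covered 3 libraries, 1 from each of 3 biological replicates of *A. albopictus* C6/36 cells infected with *Wolbachia w*AlbB. Their rRNA was depleted with Ribo-Zero Plus alone, a kit in which DNA probes bind rRNA and an RNase then digests it. Replicates 1 and 2 were grown from 5000000 cells/mL for 6 days and replicate 3 from 50000 cells/mL for 9 days, so the spread between the replicates includes a difference in culture. Each library was sequenced on 2 lanes as read pairs of 100 bp, and the paper gives a depth of 28900000 to 34600000 reads per library. The authors aligned the reads to the *w*AlbB chromosome with HISAT2, counted read pairs per gene and strand with featureCounts, and deposited the raw counts of 1398 *Wolbachia* genes for each lane. Pairs that mapped to several places or overlapped several genes were not counted. No difference beyond the sampling noise was detected between the 2 lanes of a replicate (chi-square tests over the genes with at least 10 counts in the pair, p = 0.272, 0.142 and 0.224 for replicates 1, 2 and 3), whereas any pair of replicates differed (the largest p was 7.28e-06). The lanes were therefore summed into 1 library per replicate. The libraries of replicates 1, 2 and 3 then held 17142, 31446 and 19995 *Wolbachia* counts. Shares of these counts are given with exact Clopper-Pearson 95% intervals, which cover counting error only, since reads without molecular identifiers are not independent molecules. *A. albopictus* counts of this run were not used here.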

In our first trial, total RNA with excellent quality (RQI of 10, Supplementary Figure 2) was subjected to rRNA depletion with the Illumina Ribo-Zero Plus Depletion Kit. Of the total sequencing reads, 88.8% mapped to *A. albopictus* and only 0.1% mapped to *Wolbachia*. 

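The *Wolbachia* counts of run 1 amounted to between 0.0495% and 0.109% of the reads, taking each read pair as 1 read. The lower bound sets the smallest library total against the largest depth in the paper, and the upper bound the largest total against the smallest depth, because the depth is given as a range over the libraries. At this depth, 882, 966 and 965 of the 1395 *Wolbachia* genes other than rRNA genes had at least 1 count in replicates 1, 2 and 3.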

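A set of 3 genes of the *w*AlbB annotation encodes rRNA. The 23S rRNA gene (DEJ70_RS05220) lies on the plus strand of the chromosome from 1066162 to 1068926, the 5S rRNA gene (DEJ70_RS05225) follows from 1068994 to 1069100, and the 16S rRNA gene (DEJ70_RS05685) lies apart from them on the minus strand from 1172934 to 1174437. Together they took 22.9% ± 2.71 (SD, n = 3 biological replicates) of the *Wolbachia* counts of run 1. The share was 25.0% (95% interval 24.4 to 25.7) in replicate 1, 23.8% (23.3 to 24.3) in replicate 2 and 19.8% (19.3 to 20.4) in replicate 3, the replicate with the longer culture. Without replicate 3 the mean was 24.4%, the largest move among the alternatives tried. Of the rRNA counts, 95.6% ± 0.484 fell on 23S rRNA, 4.14% ± 0.535 on 16S rRNA and 0.215% ± 0.0599 on 5S rRNA, which had 36 counts over the 3 libraries. Beside electrophoresis and RT-qPCR of 16S rRNA, the paper takes such shares of the mapped reads as a measure of how far rRNA was removed.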

Of the respective mapped reads, 70.3% were *A. albopictus* rRNA and 22% were *Wolbachia* rRNA, clearly indicating that the rRNA depletion was inefficient. Due to the overwhelming abundance of eukaryotic mRNA compared to bacterial mRNA, we opted for using Dynabeads for poly(A) depletion rather than eukaryotic mRNA enrichment, as previously described (Kumar et al., 2016). We first evaluated the impact of poly(A) depletion on RNA integrity and quantity. We recovered 56% of poly(A)-depleted RNA from total RNA, with excellent A260/A280 and A260/A230 ratios (Table 2). Due to high salt concentrations and EDTA in the Dynabeads binding buffer, direct analysis via Experion was not possible (Figures 2A,B; Supplementary Figure 3A). After diluting the sample, Experion analysis was possible and an RQI of 10 was determined (Figure 2C; Table 2). cDNA synthesis followed by actin qPCR confirmed a 77% reduction in actin transcripts. 16S rRNA transcripts were found to increase to 150%, likely attributable to the effective reduction of eukaryotic transcripts, thus increasing the relative proportion of wolbachial transcripts (Supplementary Figure 3B).

**Table 2:** RNA quality analysis after poly(A) depletion.

Sample		c (ng/μL)	% of total RNA	RQI	A260/A280^a^	A260/A230^a^
1	Total RNA^b^	462.0	100	10	1.99	2.39
	Poly(A)-depleted^c^	157.5	76.71	10	2.04	2.19
	Eukaryotic mRNA^d^	15.5	0.84	-	2.07	0.98
2	Total RNA	468.0	100	10	2.07	2.43
	Poly(A)-depleted	129.0	55.13	10	2.04	2.31
	Eukaryotic mRNA	22.9	0.98	-	2.07	1.36
3	Total RNA	1173.2	100	10	2.07	2.35
	Poly(A)-depleted	190.7	36.56	10	2.04	2.17
	Eukaryotic mRNA	21.9	0.47	-	2.13	1.47

a The A260/A280 and A260/A230 ratios were determined with a NanoVue spectrophotometer.

b Total RNA was extracted from 0.5 × 10^7^ cells/mL cultured for 6 days (samples 1, 2) or 9 days (sample 3) in 12-well plates with the miRNeasy Mini Kit. Poly(A) depletion was performed and the resulting poly(A)-depleted RNA and eukaryotic mRNA were recovered. Total RNA was analyzed with the Experion StdSens Kit using the eukaryotic total RNA protocol on the Experion Automated Electrophoresis Station. The total RNA of samples 1 and 3 was diluted 1:1 before measuring.

c Poly(A)-depleted RNA (1:100 diluted) was analyzed with the HighSens Kit using the eukaryotic total RNA protocol on the Experion Automated Electrophoresis Station.

d Eukaryotic mRNA was analyzed with the Experion StdSens Kit using the eukaryotic total RNA protocol on the Experion Automated Electrophoresis Station. A hyphen (−) indicates that RQI was not determined due to selection of the mRNA protocol.

**Figure 2:**
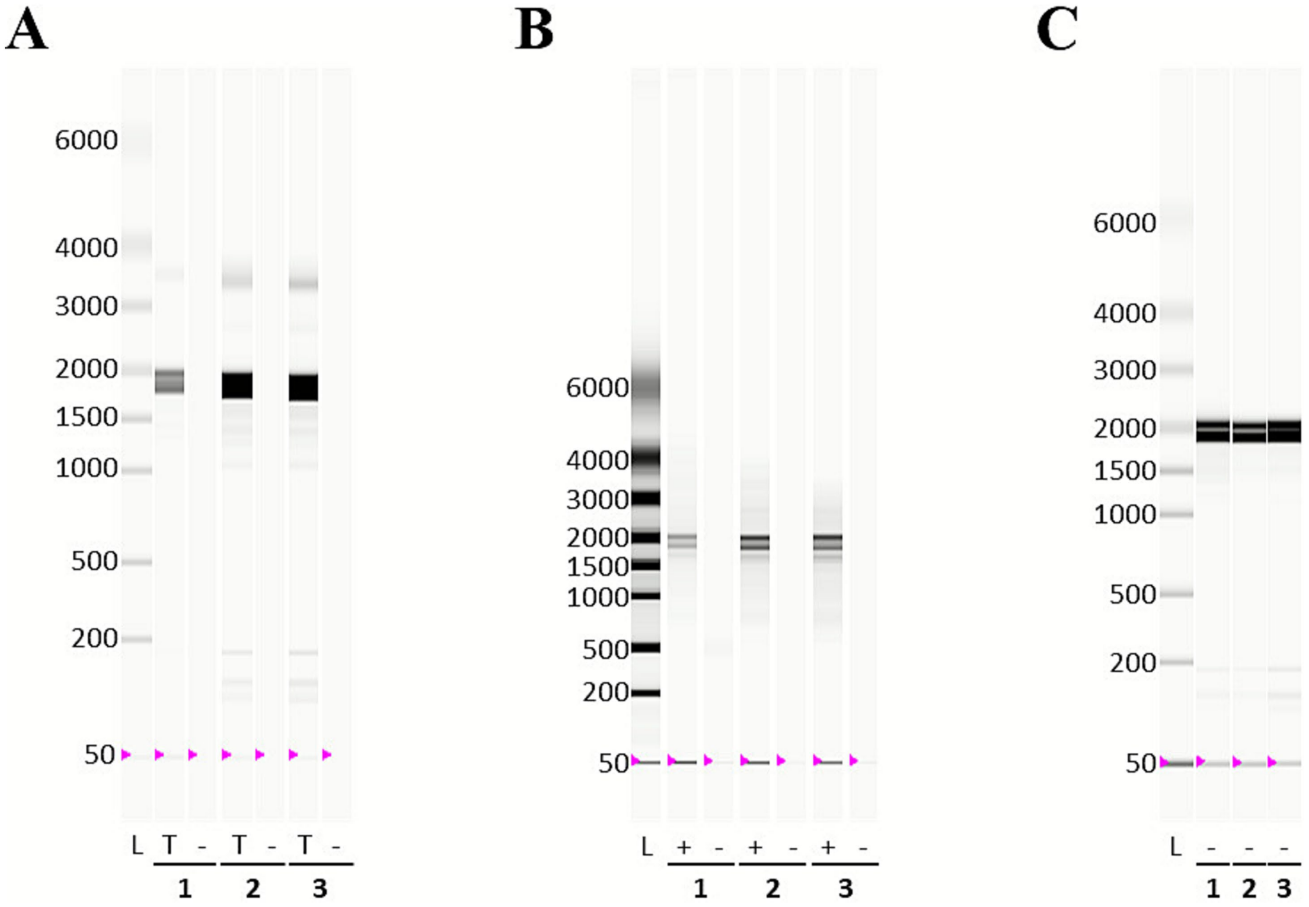
Virtual gels of RNA from poly(A) depletion. Total RNA was extracted from 0.5 × 10^7^ cells/mL cultured for 6 days (samples 1, 2) or 9 days (sample 3) in 12-well plates with the miRNeasy mini kit. Poly(A) depletion was performed and the resulting poly(A)-depleted RNA and eukaryotic mRNA were recovered. The different types of RNA were analyzed on the Experion Automated Electrophoresis Station and the virtual gels are shown. **(A)** Total RNA (T) and poly(A)-depleted RNA (−) were analyzed with the Experion StdSens Kit using the eukaryotic total RNA protocol. The total RNA of samples 1 and 3 was diluted 1:1 before measuring. **(B)** Eukaryotic mRNA (+) and poly(A)-depleted RNA (−) were analyzed with the Experion StdSens Kit using the mRNA protocol. **(C)** Poly(A)-depleted RNA (−) was diluted 1:100 and analyzed with the Experion HighSens kit using the eukaryotic total RNA protocol.

Analysis of the mRNA fraction showed that capturing of the eukaryotic mRNA was successful, resulting in 0.8% mRNA from total RNA, based on RNA amounts. According to Experion measurements, rRNA contamination was 10.1%, and faint rRNA bands were visible in the mRNA fractions, consistent with these measurements. Actin transcripts were enriched 30-fold in mRNA compared to total RNA.

Next, we tested riboPOOLs that were designed for bacterial and *A. albopictus* rRNA depletion. Different ratios of the Pan-bacteria and *A. albopictus* riboPOOLs were tested and their efficiency assessed via 16S rRNA RT-qPCR (Figure 3A) and Experion analysis (Figure 3B; Supplementary Figure 4). A 1:4 ratio of Pan-bacteria to *A. albopictus* riboPOOL was found to lead to the best depletion. As expected, a 1:1 ratio showed stronger depletion of the wolbachial 16S rRNA (98%), while 1:4 and 1:9 ratios led to more depletion of the insect cell rRNA as visible from weaker bands on the virtual gel, with RNA concentrations equaling 9 and 10% of total RNA, respectively. Due to substantial 16S rRNA detected in the 1:9 samples via RT-qPCR (only 32% reduction) and the virtual gel, the 1:4 ratio was chosen. Integration of the 5S, 18S, and 28S rRNA peaks and normalization to RNA concentration determined an rRNA content of 61% in samples with a 1:4 ratio.

**Figure 3:**
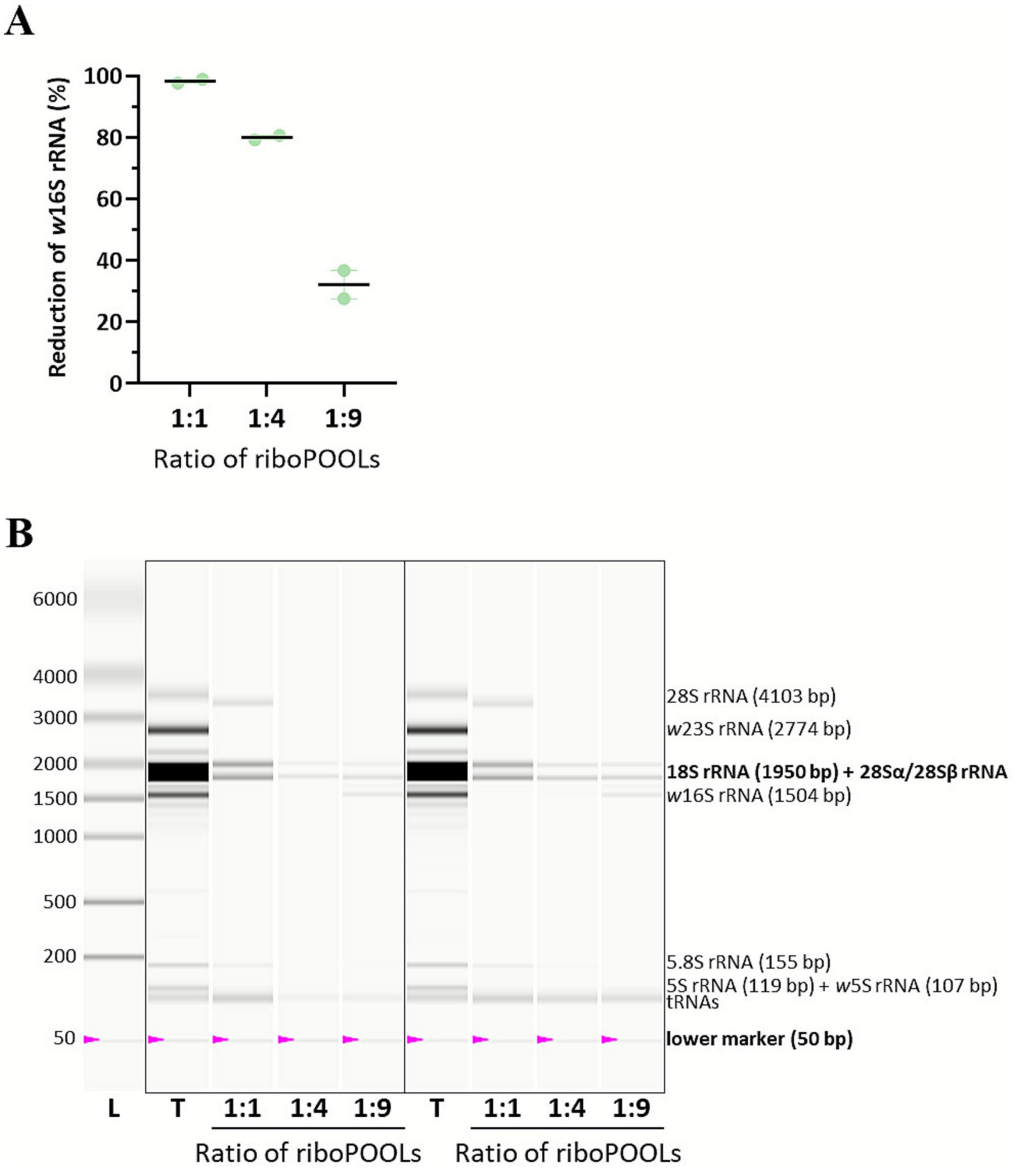
Ratio-dependent depletion of *Wolbachia* and insect cell rRNA using riboPOOLs. Total RNA was extracted with the miRNeasy mini kit in technical duplicates and subsequently treated with different ratios of pan-bacteria to *Aedes albopictus* riboPOOL (1:1, 1:4, 1:9). **(A)** *Wolbachia* 16S rRNA (*w*16S rRNA) copies were quantified via RT-qPCR. The reduction was calculated compared to the total RNA. The mean ± SEM is shown. **(B)** Total RNA (T) and RNA after treatment with different ratios of riboPOOLs were analyzed with the Experion StdSens Kit using the eukaryotic total RNA protocol on the Experion Automated Electrophoresis Station. The resulting virtual gel is shown, with insect and *Wolbachia* rRNA as well as tRNA bands labeled.

rRNA depletion with Terminator exonuclease was tested as well, however RNA concentrations were so low that we did not continue with this approach.

As poly(A) depletion was successful, we then combined it with rRNA depletion either with the Ribo-Zero Plus Depletion Kit or with riboPOOLs. We performed biological duplicates with technical duplicates for each condition. The electropherograms show that rRNA depletion reduced the rRNA peaks (Supplementary Figure 5). The samples of the second biological replicate (virtual gels in Figure 4) were then RNA-sequenced.

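Run 2 compared 2 preparations of RNA from 1 biological replicate, with 2 technical replicates each. In run 2A (replicates 5 and 7) poly(A)-depleted RNA was treated with Ribo-Zero Plus, and in run 2B (replicates 1 and 2) rRNA was removed with riboPOOLs, biotinylated DNA probes that are pulled out of the sample with bound rRNA, before poly(A) depletion. The poly(A) depletion used Dynabeads, which carry oligo(dT) and bind polyadenylated mRNA of the host. The libraries were assigned to the preparations by a letter in their labels, read as mRNA-depleted or rRNA-depleted input. They were sequenced on a MiSeq as single reads of 100 bp, and the paper gives 21000 to 45000 reads per library. The authors aligned the reads without splicing to the genomes of both organisms and deposited raw counts for the *Wolbachia* genes and for 40518 genes of *A. albopictus*. The methods name featureCounts 1.6.4 and the deposited tables 2.0.1. Reads that mapped to several places were not counted, which removes reads from rRNA loci with near-identical copies. The *Wolbachia* totals were 175 and 317 counts in run 2A and 153 and 147 in run 2B, and the *A. albopictus* totals 1146 and 2278 in run 2A and 588 and 478 in run 2B. As rRNA counted the 462 *A. albopictus* loci that the supplementary rRNA coordinates list, pseudogenes included as in the paper, and all of them were found in the count table. With 2 libraries against 2, a two-sided exact permutation test cannot give a p below 0.33. Differences were therefore read from the intervals and from the spread between technical replicates, which holds no biological variation.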

**Figure 4:**
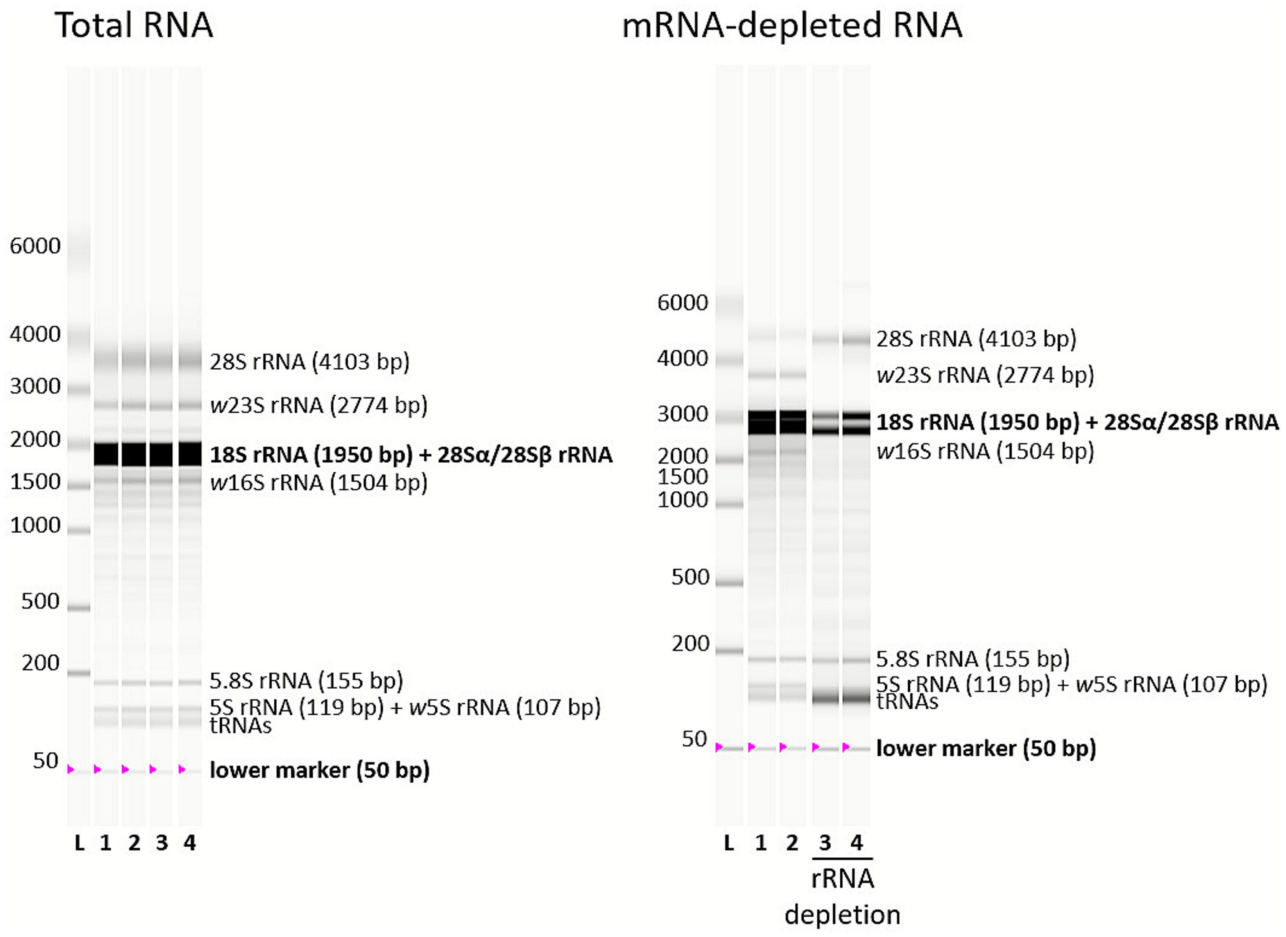
Virtual gels of poly(A)-depleted and rRNA- and poly(A)-depleted RNA. Total RNA was extracted with the miRNeasy Mini Kit in 4 technical replicates. Poly(A) depletion was performed with Dynabeads. rRNA depletion was performed using a 1:4 ratio of pan-bacteria to *Aedes albopictus* riboPOOL. Afterwards, poly(A) depletion was performed with Dynabeads. All RNA types were subsequently analyzed on the Experion Automated Electrophoresis Station. Total RNA was analyzed with the Experion StdSens Kit using the eukaryotic total RNA protocol, while the poly(A)-depleted RNA and rRNA- and poly(A)-depleted RNA were analyzed with the Experion HighSens Kit using the eukaryotic total RNA protocol. The poly(A)-depleted RNA was diluted 1:500 and the rRNA- and poly(A)-depleted RNA was diluted 1:10. The resulting virtual gels are shown, with insect and *Wolbachia* rRNA as well as tRNA bands labeled. The depleted samples were sent for RNA-seq.

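In run 2A, 37.9% ± 4.56 (SD, n = 2 technical replicates) of the *Wolbachia* counts fell on the *Wolbachia* rRNA genes. The share was 41.1% (95% interval 33.8 to 48.8, 72 counts) in replicate 5 and 34.7% (29.5 to 40.2, 110 counts) in replicate 7, and both intervals lay above those of all 3 libraries of run 1. Most of these counts were 23S rRNA (93.1% ± 2.04 of the rRNA counts), as in run 1, and 6.89% ± 2.04 were 16S rRNA. No count fell on 5S rRNA, which allows up to 4.99% of the rRNA counts in replicate 5 and 3.30% in replicate 7 (upper limits of the exact intervals). The runs also differed in the culture, the sequencing platform and the read layout, so the effect of the preparation cannot be told apart from these in the comparison with run 1.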

Eukaryotic mRNA depletion in combination with Ribo-Zero Plus led to increased rRNA reads (83.9% for *A. albopictus*, 37.9% for *Wolbachia*) compared to Ribo-Zero Plus alone. Still, the percentage of reads mapping to *A. albopictus* was successfully decreased and the wolbachial reads increased to 0.7%, representing a 7-fold increase.

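The *Wolbachia* counts of run 2A amounted to between 0.389% and 1.51% of the reads, with the bounds taken from the range of depths as for run 1. This is 3.57 to 30.5 times the share in run 1. The *A. albopictus* counts amounted to between 2.55% and 10.8% of the reads of run 2A and between 1.06% and 2.80% of those of run 2B. Reads that mapped to several places or outside annotated genes are not among these counts.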

For the combination with riboPOOLs, despite the use of an *A. albopictus*-specific riboPOOL, rRNA reads constituted 92.2% for *A. albopictus*, higher than for Ribo-Zero Plus. 

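Of the *A. albopictus* counts, rRNA loci took 26.2% ± 5.55 (SD, n = 2 technical replicates) in run 2B and 12.2% ± 2.62 in run 2A. The share was 22.3% (95% interval 19.0 to 25.9) and 30.1% (26.0 to 34.5) in the libraries of run 2B, and 10.4% (8.68 to 12.3) and 14.1% (12.7 to 15.6) in those of run 2A. No interval of one preparation reached one of the other. The difference of 14.0 percentage points had p = 0.33 in the two-sided exact permutation test, the smallest p that this design allows. These are shares of the reads that mapped to a single place. The alternative that moved them most was to leave pseudogenes out of the rRNA, which left 0.255% in run 2B and 0.0219% in run 2A.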

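Loci listed as rRNA pseudogenes held 99.8% ± 0.220 of the *A. albopictus* rRNA counts in run 2A and 98.9% ± 1.62 (SD, n = 2 technical replicates each) in run 2B. Loci with near-identical copies can hardly gain counts, since reads that mapped to several places were not counted. The share therefore depends on the counting rule and cannot test where most reads mapped. Most of the pseudogene counts fell on 1 locus, LOC115265884, a pseudogene of the large subunit rRNA. In the assembly Aalbo_primary.1, which the authors used, it lies on the minus strand of scaffold NW_021838153.1 from 168095969 to 168099775, and the other loci named here lie on the same scaffold. It held 10.5% ± 2.89 of all *A. albopictus* counts in run 2A and 23.0% ± 4.81 in run 2B. The next loci were LOC115265922, LOC115265879 and LOC115265882 in run 2A, with means of 0.438%, 0.371% and 0.240%, and LOC115265881, LOC115265923 and LOC115265878 in run 2B, with 0.863%, 0.674% and 0.503%. All of these are listed as pseudogenes of the large subunit rRNA, and the value of each locus is uncertain where it shares reads with a near-identical copy. In the RefSeq gene table of another assembly, AalbF5, LOC115265884 is a pseudogene, but LOC115265922 and LOC115265881 have the type rRNA. LOC115265879, LOC115265882, LOC115265923 and LOC115265878 had no match there. Another pseudogene of the large subunit, LOC115265885, had a mean of 0.0656% in run 2A and no count in run 2B. LOC115265920, a pseudogene of the small subunit, had no count in any of the 4 libraries.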

The majority of the reads mapped to genes considered pseudogenes of *A. albopictus* in the genome annotation. Yet, the free text annotation description stated that the genes are rRNA genes (Supplementary material - rRNA coordinates). To investigate the similarity of these sequences to explicitly labeled rRNA genes, we created a multiple sequence alignment using MUSCLE (Edgar, 2004; Madeira et al., 2024). The pseudogenes showed high similarity to labeled rRNA genes (Supplementary Figure 6). Therefore, they were suspected to be rRNA genes and included into the estimation of the rRNA content. Nonetheless, wolbachial rRNA reads were reduced and with 0.8%, a slightly higher amount of wolbachial reads was achieved. This experiment confirmed the effectiveness of poly(A) depletion.

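In run 2B, 16.8% ± 8.02 (SD, n = 2 technical replicates) of the *Wolbachia* counts were rRNA, a difference of -21.1 percentage points from run 2A (two-sided exact permutation test, p = 0.33, the smallest possible). The share was 11.1% (95% interval 6.61 to 17.2, 17 counts) in replicate 1 and 22.4% (16.0 to 30.1, 33 counts) in replicate 2. Both values lay below both libraries of run 2A, but the interval of replicate 2 overlapped that of replicate 7 of run 2A. *Wolbachia* took 22.1% ± 2.03 of the counts on genes of both organisms in run 2B and 12.7% ± 0.730 in run 2A, a difference of 9.35 percentage points with p = 0.33 in the same exact test and with no overlap between the intervals of the preparations. With the rRNA of both organisms left out, the shares were 24.2% and 9.34%. Reads that mapped to several places are not in these counts. The *A. albopictus* counts came to at most 10.8% of the reads in run 2A and 2.80% in run 2B. In the paper most reads of both preparations mapped to *A. albopictus*, with a larger share in run 2B, and only a small share to *Wolbachia*. Neither the size nor the order of the *Wolbachia* shares of gene counts can therefore be taken over to all mapped reads. Against the range of depths, the *Wolbachia* counts of run 2B came to between 0.327% and 0.729% of the reads, which overlaps the range of run 2A. The paper had measured a loss of actin transcripts by RT-qPCR after poly(A) depletion. It takes the increase in wolbachial reads in run 2 as further evidence that this depletion was effective.

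**Figure D1:**
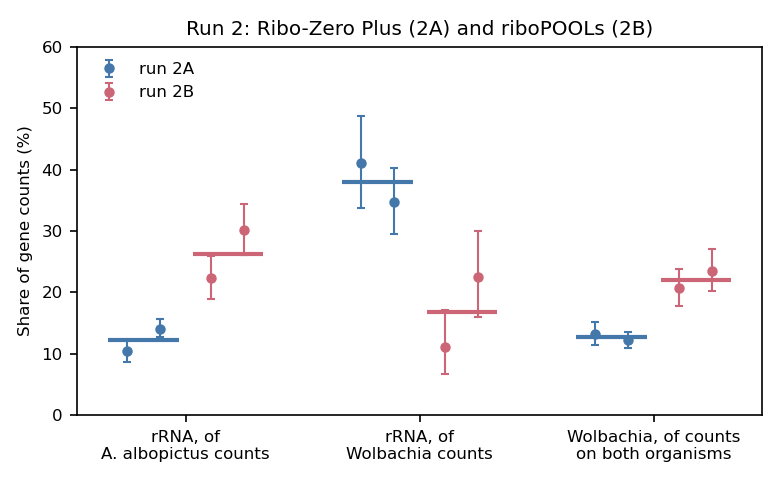
Shares of gene counts in run 2. Each point is 1 library, the vertical line is its exact 95% interval and the horizontal line is the mean of the 2 technical replicates of run 2A (Ribo-Zero Plus with Dynabeads) or run 2B (riboPOOLs with Dynabeads). The rRNA share of *A. albopictus* counts and the *Wolbachia* share are higher in run 2B, and the rRNA share of *Wolbachia* counts is lower. Reads that mapped to several places are not in the counts, so the shares cannot be taken over to all mapped reads.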

### 3.3 Custom-designed riboPOOLs

Closer examination revealed that the pseudogenes suspected to encode rRNA form two distinct clusters in the phylogenetic tree (Supplementary Figure 6). To reduce the number of genes, we filtered for sequences with less than 95% identity, which resulted in 12 distinct sequences. siTOOLs Biotech provided information on sequences targeted by their *A. albopictus* riboPOOL without mismatch, revealing that 8 of the 12 sequences were already targeted. We confirmed that no reads mapped to these eight sequences, indicating effective depletion.

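Of the 462 *A. albopictus* rRNA and rRNA pseudogene loci, 449 had no count in either library of run 2B and 446 had none in any library of run 2. The loci without a count in run 2 included all 391 listed 5S rRNA genes and all 10 listed genes of the small subunit. Of the 9 listed genes of the large subunit, 1 had a count in run 2B, and it was a single count. A locus with no count can still hold up to 0.510% of the *A. albopictus* counts of replicate 1 and 0.628% of those of replicate 2 (3 counts of the library total). Reads shared between near-identical loci are not in the counts, so a locus without counts is not shown to be free of reads. Which loci stand for the sequences that the riboPOOL targets was not analysed here.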

The four remaining, untargeted sequences included two pseudogenes for the large subunit, one pseudogene for the small subunit, and one gene for 5.8S rRNA. Analysis of the RNA-seq reads revealed that these untargeted sequences accounted for >85% of all *A. albopictus* reads. 

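The classes of the untargeted sequences, rRNA pseudogenes and 5.8S rRNA genes, together took 26.1% ± 5.67 (SD, n = 2 technical replicates) of the *A. albopictus* counts of run 2B, with 22.1% (95% interval 18.8 to 25.7) in replicate 1. Pseudogenes of the large subunit, 16 loci in the list, made up nearly all of it, with 126 counts (21.4% of the total) in replicate 1 and 142 counts (29.7%) in replicate 2. The 11 pseudogenes of the small subunit had 2 counts in each library. The 25 genes of 5.8S rRNA had 2 counts in replicate 1 and none in replicate 2. These classes are wider than the untargeted sequences themselves, and the denominator is the reads that mapped to a single place and on a gene.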

We sent the untargeted sequences to siTOOLs Biotech, who then developed a pseudogene riboPOOL.

Additionally, a custom-designed riboPOOL was created for *Wolbachia* to improve rRNA depletion. The new riboPOOL efficiently depleted 16S rRNA in a test extraction as confirmed by the absence of the 16S rRNA peak in the electropherograms (Supplementary Figure 7). For a combination with the original *A. albopictus* riboPOOL, the total amount of riboPOOLs was increased from 1 to 2 μL. Since this led to smaller rRNA peaks in the electropherograms, the higher amount was used for the following experiments. However, we noted an increase for the putative peak for tRNAs.

In the next attempt, the *Wolbachia* riboPOOL was combined with both *A. albopictus* riboPOOLs. The ratio of 1:4 was adapted to 3:8:4 for *Wolbachia*, *A. albopictus* and pseudogene riboPOOLs. The *Wolbachia* to total *A. albopictus* riboPOOL ratio was therefore still 1:4. rRNA depletion with these custom-designed riboPOOLs was combined with poly(A) depletion (Figure 5). RT-qPCR results were promising, with 96% 16S rRNA and 92% actin depletion (Supplementary Figure 8), indicating effective wolbachial rRNA and eukaryotic mRNA depletion. The virtual gel showed almost no bands for rRNA post-depletion (Figure 6A). The electropherograms of samples 3 and 4 are shown pre- and post-depletion (Figure 6B). The peaks for 5.8S, 16S, 18S, 23S, and 28S rRNA were completely absent after depletion. However, low molecular weight RNAs, likely 5S rRNA and tRNAs, were still present after depletion. It is important to note that the intensity of the bands cannot be compared between gels. The “scale to global” setting was used which means that the fluorescence value of the tallest peak from all electropherograms in one run is used to set the scale of the *y*-axis for all samples and thus the relative intensity of the lanes in the virtual gel. The intensity of the first peak was still increased for the depleted samples as can be seen from the electropherograms. This can again be due to the shift in composition of RNA-species as described earlier.

**Figure 5:**
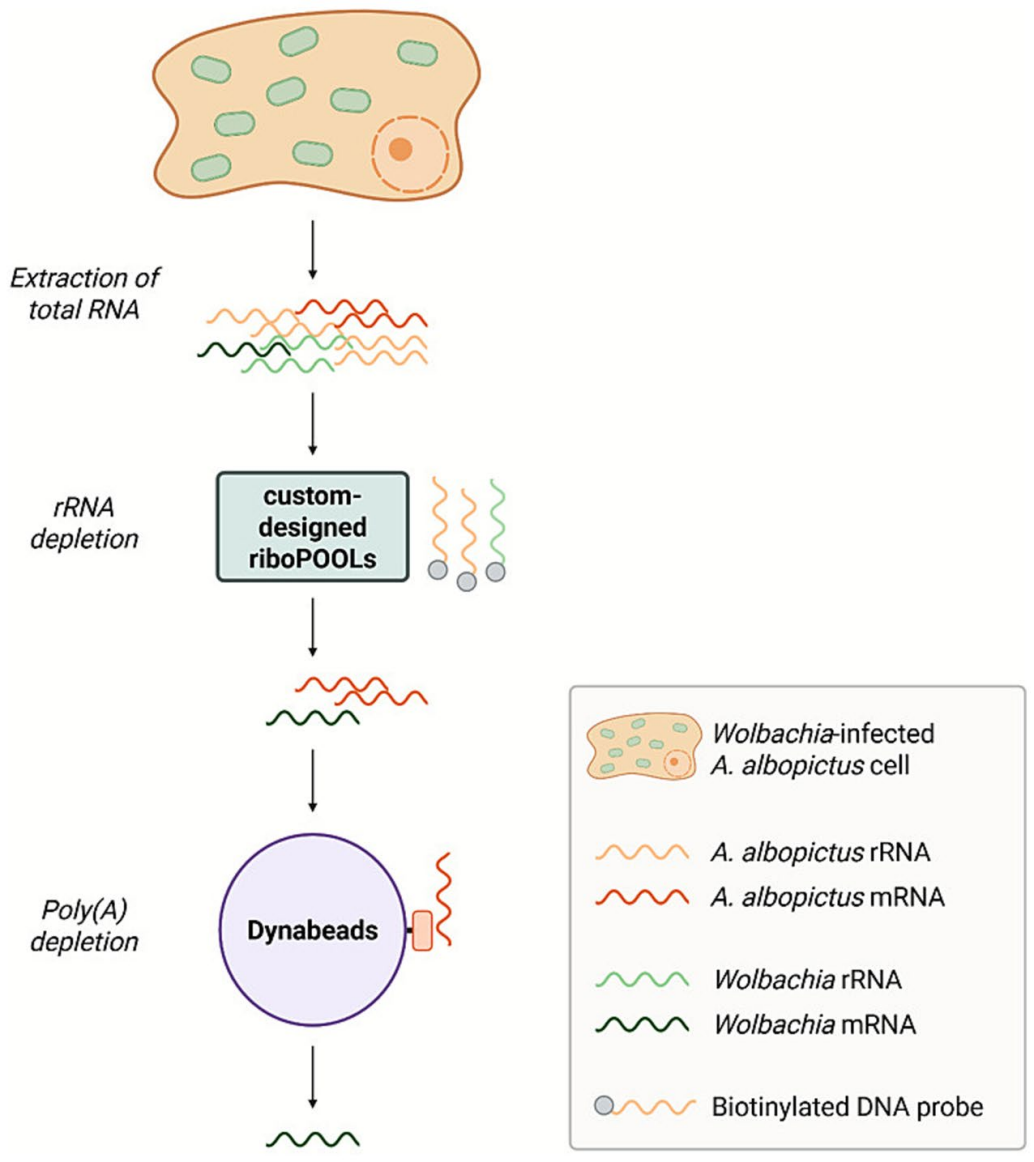
Schematic workflow of rRNA depletion with custom-designed riboPOOLs and poly(A) depletion. Total RNA is extracted from *Wolbachia*-infected *Aedes albopictus* cells. rRNAs are depleted using three custom-designed biotinylated DNA probe sets (riboPOOLs targeting *A. albopictus* rRNA, *A. albopictus* pseudo-rRNAs, and *Wolbachia* rRNA). Following rRNA removal, host mRNAs are captured via their poly(A) tails using Dynabeads coated with oligo(dT), resulting in a fraction enriched for *Wolbachia* mRNA. The schematic depicts the ideal depletion efficiency for both steps. Created in BioRender. Behrmann, L. (2026), https://BioRender.com/df2hy0s.

**Figure 6:**
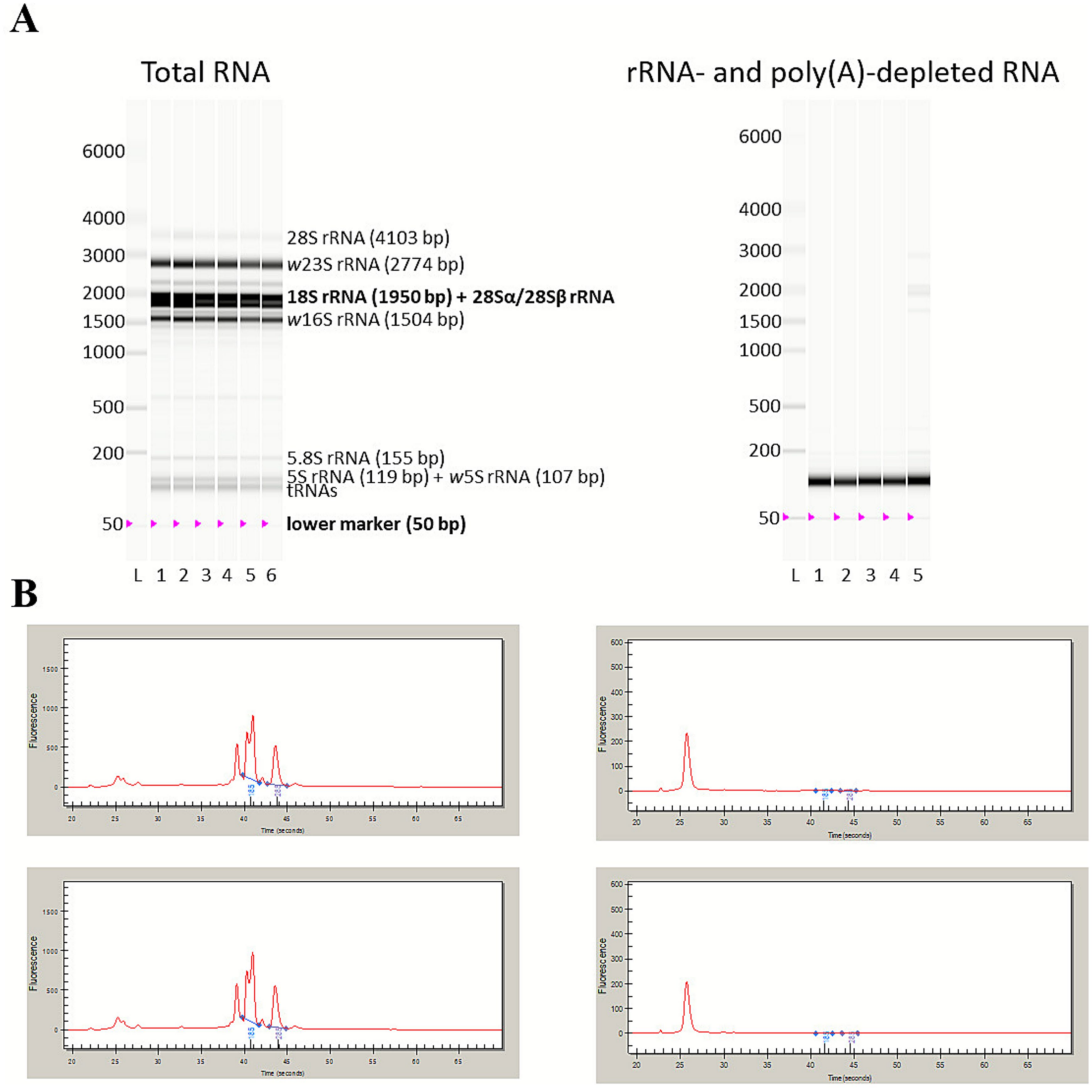
rRNA depletion with custom-designed riboPOOLs and poly(A) depletion. Total RNA was extracted with the miRNeasy mini kit in technical replicates, followed by rRNA depletion with riboPOOLs and subsequent poly(A) depletion. **(A)** Total RNA (six replicates) was analyzed with the Experion StdSens Kit, rRNA- and poly(A)-depleted RNA (five replicates) with the Experion HighSens kit, both using the eukaryotic total RNA protocol on the Experion Automated Electrophoresis Station. The resulting virtual gels are shown, with insect and *Wolbachia* rRNA as well as tRNA bands labeled. **(B)** Electropherograms before (left, total RNA) and after depletion (right, rRNA- and poly(A)-depleted RNA) for the two replicates (3, 4) that were RNA-sequenced. Note the different scales of the *y*-axis.

This sequencing led to 48.2% of *A. albopictus* reads, of which 55.2% were rRNA. 

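Run 3 comprised 2 technical replicates (replicates 3 and 4), prepared with riboPOOLs against *A. albopictus* rRNA, *A. albopictus* pseudo-rRNAs and *Wolbachia* rRNA and then with Dynabeads. The libraries were sequenced on a NovaSeq as single reads of 100 bp, to a depth of 178000000 and 197000000 reads in the paper. The authors aligned and counted the reads as in run 2 and deposited the raw *Wolbachia* counts, which summed to 52386473 in replicate 3 and 56381772 in replicate 4. *A. albopictus* counts of this run were not used here. At this depth counting error is small, and the spread between the technical replicates limits the precision of a share. Genes were compared with run 1 by edgeR's quasi-likelihood test (TMM normalization, rRNA genes left out). Run 1 and run 3 differ in culture, preparation and read layout, and the replicates of run 3 are technical, so the test compares these libraries and not only the preparations.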

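The *Wolbachia* counts of both libraries of run 3 came to 29.0% of the 375000000 reads that the paper gives for them. The *Wolbachia* rRNA genes took 42.8% ± 7.73 (SD, n = 2 technical replicates) of the *Wolbachia* counts, 48.3% in replicate 3 and 37.3% in replicate 4. Both libraries lay above every library of run 1 and run 2B, while replicate 4 lay within the range of run 2A. Leaving out 5S rRNA moved the share most, to 34.6%. Among the other genes, *rnpB* (DEJ70_RS01620, the RNA of RNase P), *ssrS* (DEJ70_RS02130, a regulatory small RNA) and *ssrA* (DEJ70_RS04165, the transfer-messenger RNA) took 17.6% ± 2.31, 14.7% ± 0.927 and 1.76% ± 0.221 of all *Wolbachia* counts in run 3. All remaining genes took 23.2% ± 4.27 in run 3 and 68.2% ± 5.22 (SD, n = 3 biological replicates) in run 1.

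**Figure D2:**
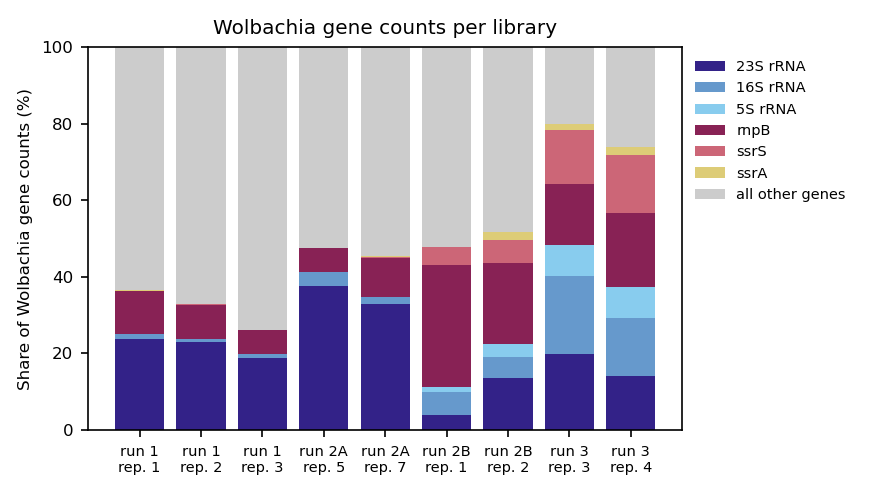
Composition of the *Wolbachia* gene counts. Each bar is 1 library (rep., replicate), the vertical axis is the share of its *Wolbachia* counts in percent, and the colours are the 3 rRNA genes, *rnpB*, *ssrS*, *ssrA* and the sum of all other genes. In run 1 and run 2A 23S rRNA forms most of the rRNA, and in run 3 all other genes together fall to 20.1% and 26.2%.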

Still, the wolbachial reads were increased to 30.2%, with 42.5% rRNA. The median coverage was 166.5X, with 75.3% of the genome covered at ≥30X, ensuring sufficient depth for transcriptome analysis of *Wolbachia*. 

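From the counts, a mean depth per gene was computed as counts times read length over gene length, which differs from coverage per position of the genome. Over the 1395 *Wolbachia* genes other than rRNA genes, the median of this depth was 180X in replicate 3 and 262X in replicate 4. A mean depth of at least 30X was reached by 1022 genes (73.3%) in replicate 3 and 1049 genes (75.2%) in replicate 4. A group of 82 genes (5.88%) had no count in either library, among them 27 of the 50 genes named *ltrA*. Reads that mapped to several copies of a gene were not counted, so these values are uncertain.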

Table 3 summarizes the different RNA-seq runs in this study, and the mapped reads are visualized in Figure 7. Using IGV, the rRNA regions were visually inspected for both organisms. 28S rRNA of *A. albopictus* was almost completely depleted (Supplementary Figures 9A,B), consistent with the Experion analysis, whereas 5S rRNA remained highly covered (Supplementary Figure 9C). Similarly, 5S rRNA of *Wolbachia* showed higher coverage than 16S and 23S rRNA (Supplementary Figure 9D). 

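Of the *Wolbachia* rRNA counts of run 3, 19.4% ± 3.50 (SD, n = 2 technical replicates) fell on the 5S rRNA gene, 41.2% ± 1.30 on the 16S rRNA gene and 39.4% ± 2.20 on the 23S rRNA gene. The genes are 107, 1504 and 2765 bp long. Per base of gene length, 5S rRNA had 5.65 times the counts of 16S rRNA in replicate 3 and 7.63 times in replicate 4, and 10.7 and 15.0 times those of 23S rRNA. Counted per base, 5S rRNA took 81.1% ± 3.38 of the rRNA. In run 1 the ratio of 5S to 23S rRNA per base was 0.0442 to 0.0754, with 7 to 21 counts of 5S rRNA per library. In run 2B it was 8.61 and 6.46, from 2 and 5 counts of 5S rRNA, and in run 2A 5S rRNA had no count.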

When comparing protein-coding regions of *Wolbachia*, coverage was minimal in runs 1 and 2, but high in run 3 (Supplementary Figure 10).

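In run 1, 273, 453 and 351 of the *Wolbachia* genes other than rRNA genes had at least 10 counts in replicates 1, 2 and 3 (mean 359 ± 90.3, SD). In run 2A this held for 1 gene in replicate 5 and 2 genes in replicate 7, and in run 2B for 1 gene in each library. In run 3 it held for 1202 and 1222 genes. With at least 1 count the means were 938 in run 1 and 1296 in run 3. Thinned to 12854 counts, the smallest total of run 1 without rRNA, the run 3 libraries had 122 ± 6.92 genes with at least 10 counts and those of run 1 had 283 ± 9.15 (means of 100 draws). The region of Supplementary Figure 10A, DEJ70_RS01860 to DEJ70_RS01970, holds 23 genes between 377705 and 403781 of the chromosome. Their counts summed to 74, 112 and 72 in run 1, to 0 and 1 in run 2A, to 0 in both libraries of run 2B and to 52033 and 71911 in run 3, where 19 of the genes had counts.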

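In the test of run 3 against run 1, 459 genes passed the filter, and 153 were higher and 134 lower in run 3 relative to the other genes (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The leading genes were *ssrA* (log2 fold change 5.89, standard error 0.20, adjusted p = 2.28e-15), DEJ70_RS04495 (4.98), *ssrS* (10.71), DEJ70_RS01050 (5.57) and DEJ70_RS06635 (2.55) among the higher, and *fusA* (-1.40, standard error 0.11, adjusted p = 1.16e-09 in the same edgeR test), *rplN* (-3.18), DEJ70_RS02750 (-2.21), DEJ70_RS01090 (-1.42) and *rplC* (-1.64) among the lower. Without replicate 1, 2 or 3 of run 1, where 1167 to 1170 genes passed the filter, 251, 242 or 249 genes were higher. Scaled by library size alone, 29 genes were higher and 382 lower, and the median log2 fold change of all tested genes moved from -0.03 to -1.80.

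**Figure D3:**
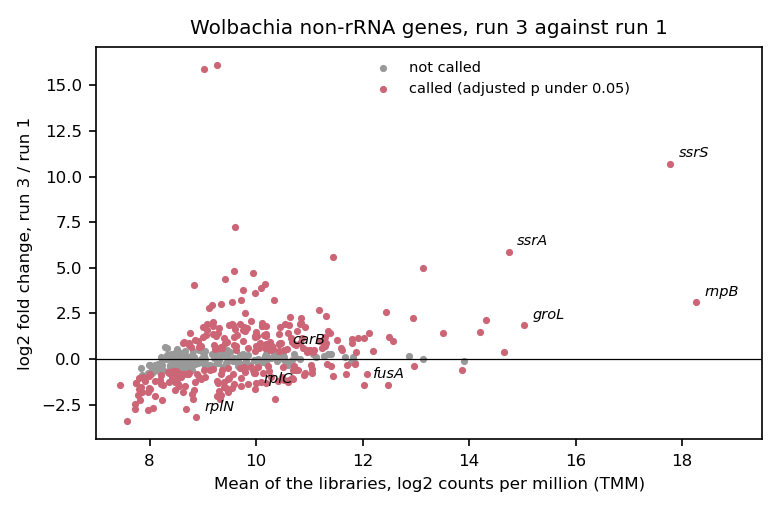
Log2 fold change of *Wolbachia* non-rRNA genes in run 3 against run 1 (vertical axis) over the log2 of the mean CPM of the libraries after TMM normalization (horizontal axis). Each point is 1 of 459 genes, and those with an adjusted p under 0.05 in edgeR's quasi-likelihood test are coloured. The 2 uppermost points had no count in run 1, where the fitted change depends on a prior count. Scaled by library size alone, the changes of most genes fall below 0, among them that of *carB*.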

**Table 3:** Overview of RNA-seq mapped reads after the different RNA preparation methods in this study.

		rRNA depletion^a^	rRNA + poly(A) depletion^b^		Custom-designed rRNA + poly(A) depletion^c^
run ID		1	2A	2B	3
rRNA depletion		Ribo-Zero Plus	Ribo-Zero Plus	riboPOOLs	Custom-designed riboPOOLs
Poly(A) depletion		-	Dynabeads	Dynabeads	Dynabeads
Mapped to *A. albopictus*	% of all reads	88.8 (88.0–89.6)	62.1 (61.5–62.6)	79.5 (78.3–80.7)	48.2 (48.0–48.4)
	% rRNA genes	70.3 (68.8–71.3)	83.9 (83.3–84.6)	92.2 (91.8–92.7)	55.2 (52.9–58.7)
Mapped to *w*AlbB	% of all reads	0.1 (0.1–0.1)	0.7 (0.7–0.7)	0.8 (0.8–0.8)	30.2 (29.9–30.4)
	% rRNA genes	22.0 (18.8–24.5)	37.9 (33.9–41.9)	17.3 (11.2–23.4)	42.5 (37.0–48.0)

a Run was performed in triplicate on a Flow Cell with the NovaSeq 6000 (28.9–34.6 million reads).

b Run was performed in duplicate for each combination on a Flow Cell (21–45 thousand reads).

c Run was performed in duplicate on a Flow Cell with the NovaSeq 6000 (178–197 million reads).

**Figure 7:**
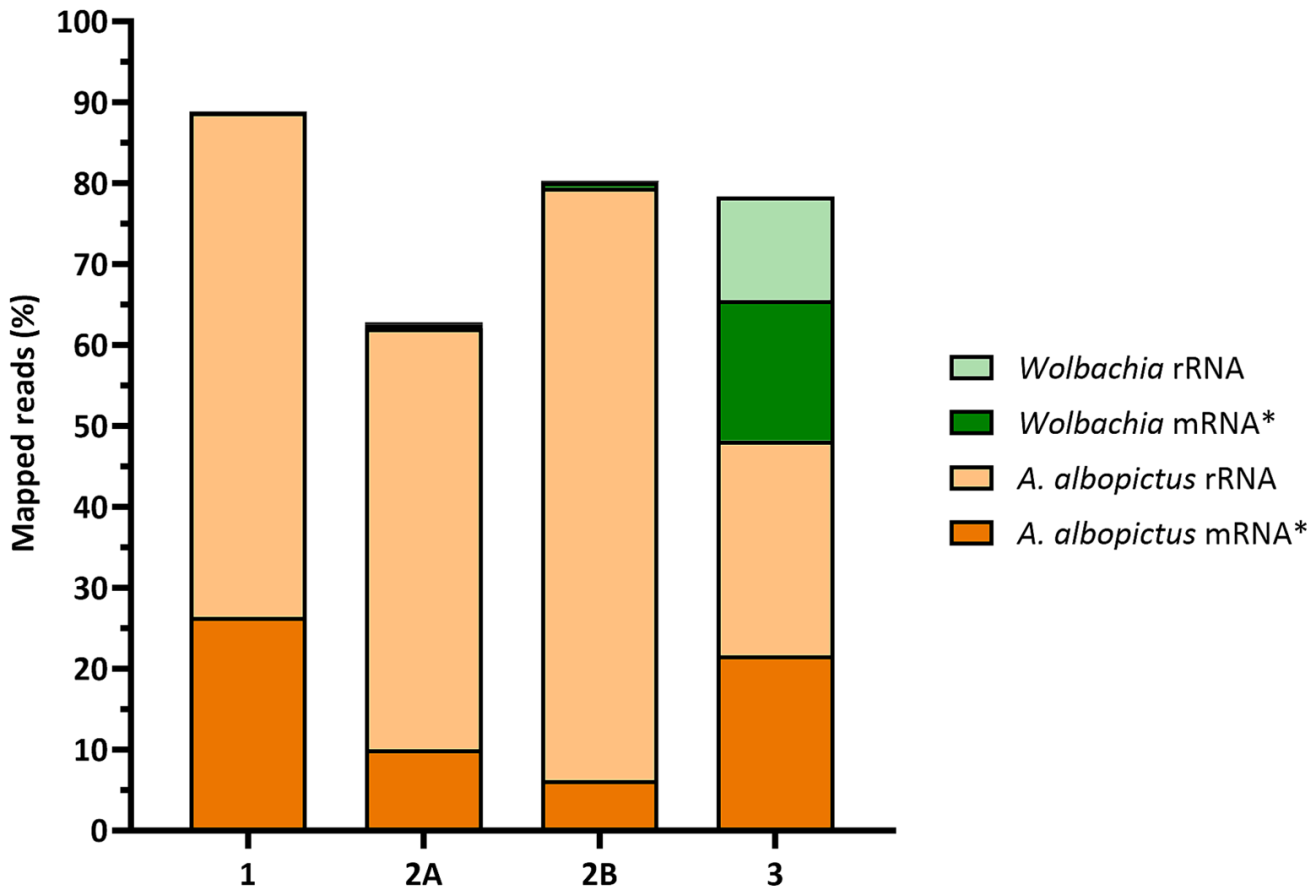
Mapped reads per sequencing run. Each column represents a sequencing run (run ID 1, 2A, 2B, 3). The height of each column reflects the percentage of reads that could be mapped in that run. Orange indicates *Aedes albopictus* reads, and green indicates *Wolbachia* reads. For each organism, darker shades correspond to mRNA* reads and lighter shades correspond to rRNA reads. *Annotated mRNA, tRNA, other non-coding RNAs.

## 4 Discussion

We optimized sample preservation and RNA extraction to obtain high-quality RNA suitable for sequencing from *A. albopictus* cells. Using QIAzol and the miRNeasy Mini kit under these conditions, RNA integrity and concentration were consistently high (Table 1; Figure 1; Supplementary Figure 1). Further methodological details, including quality control procedures and alternatives to discontinued platforms, are provided in the Supplementary methods.

Our sequencing experiments employed three different rRNA depletion strategies, i.e., the Illumina Ribo-Zero Plus Depletion Kit, standard riboPOOLs (siTOOLs Biotech), and custom-designed riboPOOLs (siTOOLs Biotech). All of these methods were combined with poly(A) depletion with Dynabeads (Thermo Fisher Scientific), although Ribo-Zero Plus was tested without it in the first experiment.

The first RNA-seq (28.9–34.6 million total reads) led to only 0.1% reads mapped to *Wolbachia*. After performing an additional eukaryotic mRNA depletion with Dynabeads, we had 0.7% mapped to *Wolbachia* and 0.8% when we changed from the standard Ribo-Zero Plus rRNA depletion to specific riboPOOLs for Pan-Bacteria and *A. albopictus*. Although rRNA reads were increased for the riboPOOLs samples, wolbachial reads were also increased, confirming the efficiency of poly(A) depletion.

Pseudogenes of *A. albopictus* were identified as rRNA genes not targeted by the existing riboPOOLs. We therefore recommend checking for unannotated or pseudo-rRNA genes if rRNA depletion remains inefficient even after using specifically designed probes. Additionally, 5.8S rRNA was not efficiently removed. The design of a new riboPOOL for these genes as well as a *Wolbachia* riboPOOL and combining all three riboPOOLs led to 30.2% of reads mapping to *Wolbachia* in the third RNA-seq (178–197 million total reads).

Despite the almost complete removal of rRNA peaks in the Experion electropherograms for the samples depleted with custom-designed riboPOOLs, relatively high percentages of rRNA were detected in RNA-seq (Table 3). On the virtual gel (Figure 6A), bands corresponding to low-molecular weight RNAs were visible, and the electropherograms (Figure 6B) showed a prominent peak in this region. After rRNA depletion, low-molecular weight RNAs that were previously undetectable in total RNA could become visible due to the reduced dominance of rRNA, increasing the relative abundance of tRNAs and other small RNAs, and improving detection sensitivity. A similar observation was reported by Wahl et al. (2022) when using riboPOOLs for bacterial rRNA depletion. Many of the remaining reads in our dataset also mapped to a small nucleolar RNA (snoRNA) and a small nuclear RNA (snRNA). Furthermore, IGV analysis revealed that 5S rRNA from both *A. albopictus* and *Wolbachia* was not efficiently depleted. Still, it remains unclear why 55.2% rRNA reads for *A. albopictus* and 42.5% rRNA reads for *Wolbachia* remained, indicating that there is room for further optimization of the riboPOOLs or the rRNA depletion strategy, respectively. The difficulty in depleting 5S rRNA may be related to its secondary structure: while larger rRNAs have extensive loops and single-stranded regions, 5S rRNAs are mostly double-stranded, potentially limiting their accessibility to probes (Robertus et al., 1974). Potential improvements could include increasing the hybridization temperature above 68 °C to disrupt thermostable structures, increasing the proportion of 5S rRNA probes in the mix, or designing new probes that specifically account for the secondary structure of 5S rRNAs.

The custom-designed riboPOOLs led to a 38-fold increase in wolbachial reads compared to the standard riboPOOLs used in run 2, demonstrating their effectiveness in enriching bacterial RNA. 

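Set against the range of depths of run 2, the *Wolbachia* share of the reads in run 3 was 39.8 to 88.8 times that in run 2B. From this increase, the paper concludes that the custom-designed riboPOOLs are effective in enriching bacterial RNA. Both preparations included the poly(A) depletion, and the runs were sequenced on different platforms.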

Given this success, it should be tested whether Dynabeads may no longer be necessary. RNA is lost during poly(A) depletion (Table 2) and Dynabeads can potentially contaminate or inhibit downstream assays (RT-qPCRs, RNA-seq). They may also bind to prokaryotic RNA containing adenine-rich regions, potentially introducing a bias in the observed transcriptome. Omitting poly(A) depletion in future experiments would allow for dual RNA-seq, enabling the simultaneous sequencing of both bacterial and eukaryotic transcripts.

While the increased coverage of the wolbachial genome could be attributed to improved RNA enrichment, the overall number of reads was also 11-fold higher for the final samples that were rRNA-depleted with custom-designed riboPOOLs compared to the samples depleted with Ribo-Zero Plus. As a result, the general increase in read count likely contributed to the higher coverage and depth. Given the higher coverage, the number of reads can be reduced to lower RNA-seq costs. For bacteria, 5–10 million non-rRNA reads were found to yield sufficient sequencing depth, with 2–3 million being enough for biological replicates (Haas et al., 2012). 

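In run 3, *Wolbachia* counts outside the rRNA genes came to 62432148 over both libraries, 16.6% of the reads. At this share, 5000000 non-rRNA counts take 30032604 reads. Without *rnpB*, *ssrS* and *ssrA*, 25321334 counts were left, and 5000000 of these take 74048231 reads.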

To achieve 5 million non-rRNA reads with our method, 24 million reads would be needed, allowing for a 5- to 10-fold reduction in total RNA-seq reads.

Our custom-designed *Wolbachia w*AlbB riboPOOL has been added to the commercial repertoire of siTOOLs Biotech (dp-K012-86), the pseudogene riboPOOL is available on request. While the use of custom-designed probes offers significant advantages in enriching specific RNA, it also comes with limitations. Custom probes are tailored for specific species and are not universally applicable. For instance, Koh et al. (2023) found that when using probes designed for *Aedes aegypti* on other species like *A. albopictus* and Culicine and Anopheline mosquitoes, 46–94% of reads post-depletion were still ribosomal. Similarly, the two *A. albopictus* riboPOOLs might not be suitable for other mosquito species. Wolbachial rRNA might be more conserved and future studies will show whether our *Wolbachia w*AlbB riboPOOL is also effective for other *Wolbachia* subspecies.

To our knowledge, our study represents the first RNA-seq study of *Wolbachia w*AlbB in an *A. albopictus* cell line. To contextualize our work, we compiled a table summarizing other RNA-seq studies of *Wolbachia*, offering a comparison of RNA depletion methods and percentage of wolbachial reads (Table 4). One study investigating the effect of virus infection on *Wolbachia* did not give the percentage of wolbachial reads from all reads and was therefore excluded (Lindsey et al., 2021).

**Table 4:** Overview about RNA-seq studies of *Wolbachia* in chronological order.

*Wolbachia* strain	Wolbachial reads (%)^a^	rRNA depletion method	Poly(A) depletion	Study
*w*Oo	5	No	No	Darby et al. (2012)
*w*MelPop-CLA	6 (M)	Terminator exonuclease	No	Darby et al. (2014)
*w*Di	0.7 (M)	No	No	Luck et al. (2014)
*w*MelPop	3	No	No	Woolfit et al. (2015)
*w*MelCS	1			
*w*MelPop-CLA	18			
*w*MelPop-CLA	8	RiboMinus Eukaryote Kit + MicrobExpress bacterial mRNA Enrichment Kit		
purified *w*MelPop-CLA	83			
*w*Mel	1.6 (Mdn)	RiboMinus Eukaryote Kit	No	Gutzwiller et al. (2015)
*w*Di	9 (M)	No	No	Luck et al. (2015)
*w*Mel	4.9 (M)	Ribo-Zero Magnetic Gold Kit (Human/Mouse/Rat)^*^	No	Rainey et al. (2016)
*w*Ana	1.8	No	No	Kumar et al. (2016)
	1	Ribo-Zero Kits (Human/Mouse/Rat + Bacteria)^*^	Yes	
*w*Bm	1.5 (M)	No	No	Luck et al. (2017)
	1.4 (M)			
	6.3 (M)	Cappable-Seq^#^		
*w*Bm	3.0 (M)	Terminator exonuclease	No	Grote et al. (2017)
*w*Bm	0.7 (M)	Ribo-Zero Kits (Human/Mouse/Rat + Bacteria)^*^	Yes	Chung et al. (2019)
	2.5 (M)	Agilent Sure Select Kit^#^ (Mosquito)	No	
	24.0 (M)	Agilent Sure Select Kit^#^ (Gerbil)		
*w*AlbB	29.7 (M)	Ribo-Zero Magnetic Gold Kit (Human/Mouse/Rat)^*^	No	Leitner et al. (2021)
*w*AlbB	2	VAHTS Total RNA-seq (Human/Mouse/Rat) Library Prep Kit	No	Hussain et al. (2023)
*w*Bm	1	Custom filarial nematode probes	No	Cantin et al. (2024)
*w*AlbB	0.1 (M)	Ribo-Zero Plus Kit	No	This study
	0.7 (M)		Yes	
	0.8 (M)	riboPOOLs (Pan-Bacteria + *Aedes albopictus*)		
	30.2 (M)	custom riboPOOLs (*w*AlbB + *Aedes albopictus*)		

a If known, it is stated whether the mean (M) or median (Mdn) are given. The wolbachial reads were given or calculated based on data deposited in the Sequence Read Archive (Darby et al., 2014), data in the manuscript (Grote et al., 2017; Luck et al., 2017; Chung et al., 2019; Leitner et al., 2021), or data provided by the authors (Rainey et al., 2016).

* Discontinued kits are marked with an asterisk.

# Indirect rRNA depletion via enriching for mRNA.

While the percentage of mapped reads is an important metric, it must be interpreted with caution. Without knowing how many of these reads correspond to rRNA genes, this value alone may not provide a comprehensive understanding of genome coverage, e.g., Luck et al. (2014) mentioned that of wolbachial reads, >75% were rRNA reads. However, the amount of wolbachial rRNA reads was not given in each of these studies.

Previous methods for rRNA depletion in non-mammalian hosts relied on kits that are no longer available (see Supplementary methods for details). As a replacement, we tested the Ribo-Zero Plus Depletion Kit (Illumina) for human, mouse, rat, and bacteria, and found that depletion of insect rRNA was not efficient (Table 3). Bacterial rRNA depletion was more efficient and led to a reduction to 22%. This approach yielded only 0.1% wolbachial reads. Darby et al. (2014) and Grote et al. (2017) used Terminator exonuclease (Epicentre) for rRNA depletion and achieved a mean of 6 and 3% wolbachial reads, respectively. However, they did not state the remaining rRNA content. Cantin et al. (2024) also used Terminator exonuclease and achieved more than 3% wolbachial reads, almost all (>98%) originating from rRNA. For us, RNA concentration after Terminator exonuclease treatment was so low that an RQI could not be calculated, so we did not attempt RNA-seq.

In addition to the 10 studies of the wolbachial transcriptome, RNA-seq was applied in five other studies of *Wolbachia* of *D. melanogaster*, *Drosophila ananassae*, *B. malayi*, and *A. albopictus* (Woolfit et al., 2015; Kumar et al., 2016; Luck et al., 2017; Hussain et al., 2023; Cantin et al., 2024).

Woolfit et al. (2015) observed strong differences in wolbachial reads depending on sample type, with cell culture samples yielding the highest coverage of the *Wolbachia* genome. While RNA isolated from fly heads only led to 3% (*w*MelPop) and 1% (*w*MelCS) wolbachial reads, RNA from cell culture samples (*w*MelPop-CLA) led to 8% wolbachial reads when sequenced on GAII and to 18% when sequenced on HiSeq. Among these wolbachial reads, 94–96% corresponded to rRNA genes, except for the sample with 8% wolbachial reads, with a comparably low share of 63% rRNA reads. RNA-seq of RNA from purified *Wolbachia* (*w*MelPop-CLA) led to 83%, the highest percentage of wolbachial reads, with 92% of these reads mapping to *Wolbachia* rRNAs. However, it is unclear whether such a purification procedure affects the transcriptome.

Depending on study design and objectives, purification of *Wolbachia* might be a cost-efficient solution for RNA-seq. Where appropriate, our extracellular culture system of *Wolbachia* could be applied for this purpose (Behrmann et al., 2024), as purification is performed in the beginning, minimizing the risk of transcriptome alteration before harvest. However, this system has only been developed for the *w*AlbB strain.

Alternative methods for enriching *Wolbachia* mRNA are Cappable-seq and the Agilent SureSelect Kit (Luck et al., 2017; Chung et al., 2019). Cappable-seq, which captures 5′-triphosphorylated RNA, increased wolbachial reads by 4.2-fold compared to untreated total RNA but still yielded only 6.5% wolbachial reads (Luck et al., 2017). The Agilent SureSelect Kit, which uses sequence-specific hybridization probes to capture mRNA, achieved a relatively high proportion of wolbachial reads in gerbil samples (Chung et al., 2019). However, this approach introduces hybridization bias, meaning only pre-selected, well-annotated transcripts are efficiently captured, potentially missing novel or unannotated *Wolbachia* transcripts.

A recent study by Cantin et al. (2024) achieved 1% wolbachial reads for *w*Bm while employing dual RNA-seq. They investigated various rRNA depletion methods and found that DNA probes were most effective, consistent with our findings. Their depletion, however, was RNase H-based, whereas we used a bead-based depletion strategy (riboPOOLs). Importantly, their focus was on enabling dual RNA-seq of *B. malayi* female worms and their *Wolbachia*, while our study aimed to solely increase wolbachial read counts including through the depletion of eukaryotic mRNA. A future comparison of their RNase H-based approach – using DNA probes designed to target *A. albopictus* and wolbachial rRNA, including the *A. albopictus* rRNA pseudogenes described in this study – with our riboPOOL-based strategy would help identify whether enzymatic and bead-based depletion are equally suitable.

Using our custom-designed riboPOOLs in combination with eukaryotic mRNA depletion, we achieved a high level of wolbachial reads (30.2%), offering a powerful approach for RNA-seq studies of *Wolbachia*. We hope that our method for RNA preparation will enable transcriptomic analyses under diverse conditions to further elucidate gene regulation in this important endosymbiont, e.g., across host developmental stages, in different host tissues, or upon antibiotic treatment. Importantly, this approach can be adapted for other intracellular bacteria and extended to viral studies, thereby broadening its relevance for host-microbe research.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article.

# Supplementary material for: Improved RNA preparation for RNA-seq of the intracellular bacterium Wolbachia wAlbB
**Source:** Front Microbiol. 2026 Jan 8;16:1667452. doi: 10.3389/fmicb.2025.1667452
**Supplement:** Supplementary file 1

## Supplementary Material

### Supplementary Figures

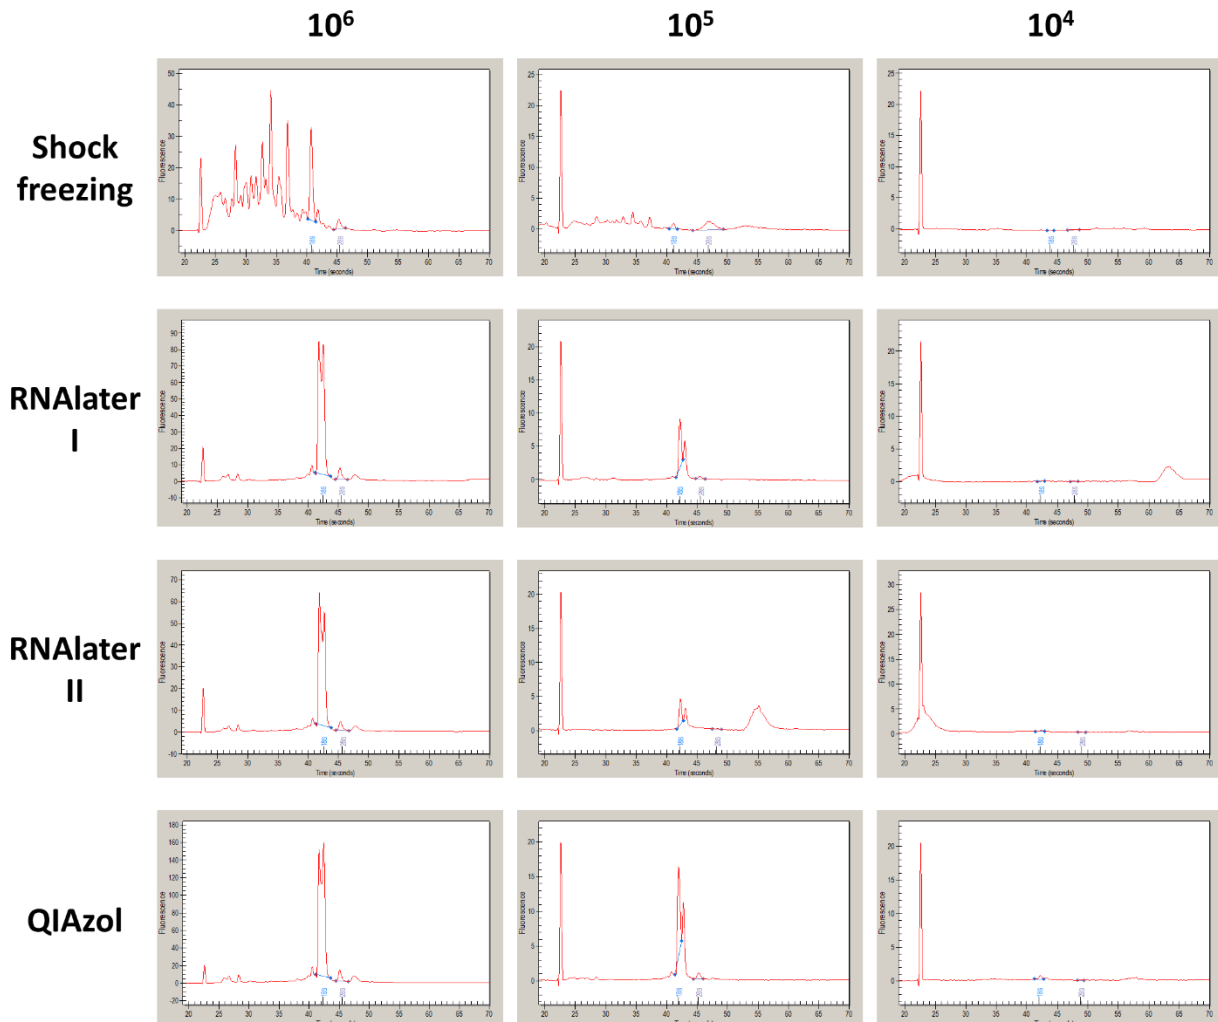

**Supplementary Figure 1. Electropherograms of RNA from different preservation methods at varying insect cell concentrations.** Insect cells, at concentrations of  $6.75 \times 10^6$ ,  $10^5$ , and  $10^4$  cells/ml, were preserved using different methods: shock freezing, RNAlater (I: incubation overnight at 4 °C with an additional washing step before freezing, II: direct freezing), or QIAzol. Total RNA was extracted with the miRNeasy Mini Kit and subsequently analyzed with the Experion StdSens Kit using the eukaryotic total RNA protocol on the Experion Automated Electrophoresis Station.

**Sample 1**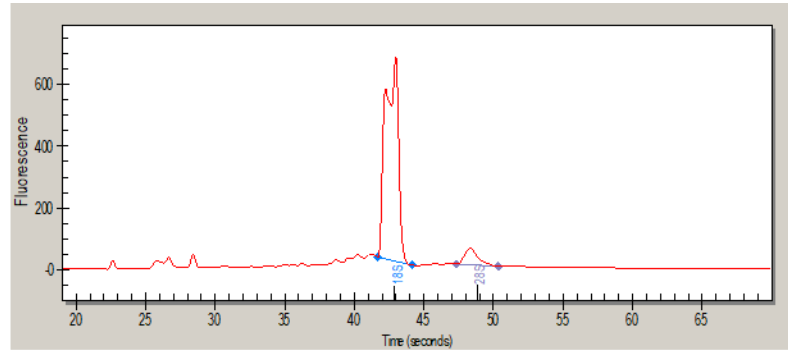**Sample 2**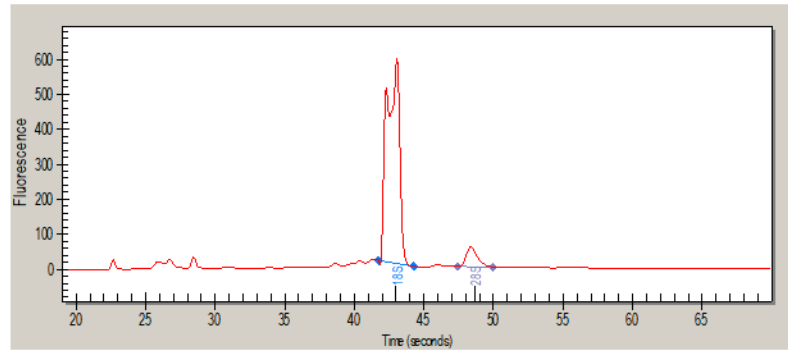**Sample 3**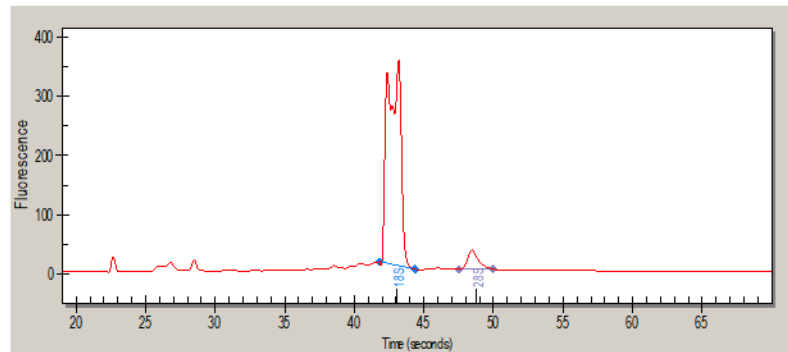

**Supplementary Figure 2. Electropherograms of total RNA for RNA-seq.** Insect cells were seeded at a density of  $0.5 \times 10^7$  cells/ml (samples 1, 2) or  $0.5 \times 10^5$  cells/ml (sample 3) and cultured for 6 days (samples 1, 2) or 9 days (sample 3) in 12-well plates. Total RNA was extracted with the miRNeasy Mini Kit. Analysis was performed with the Experion StdSens Kit using the eukaryotic total RNA protocol on the Experion Automated Electrophoresis Station. The samples were sent for RNA-seq.

**A**

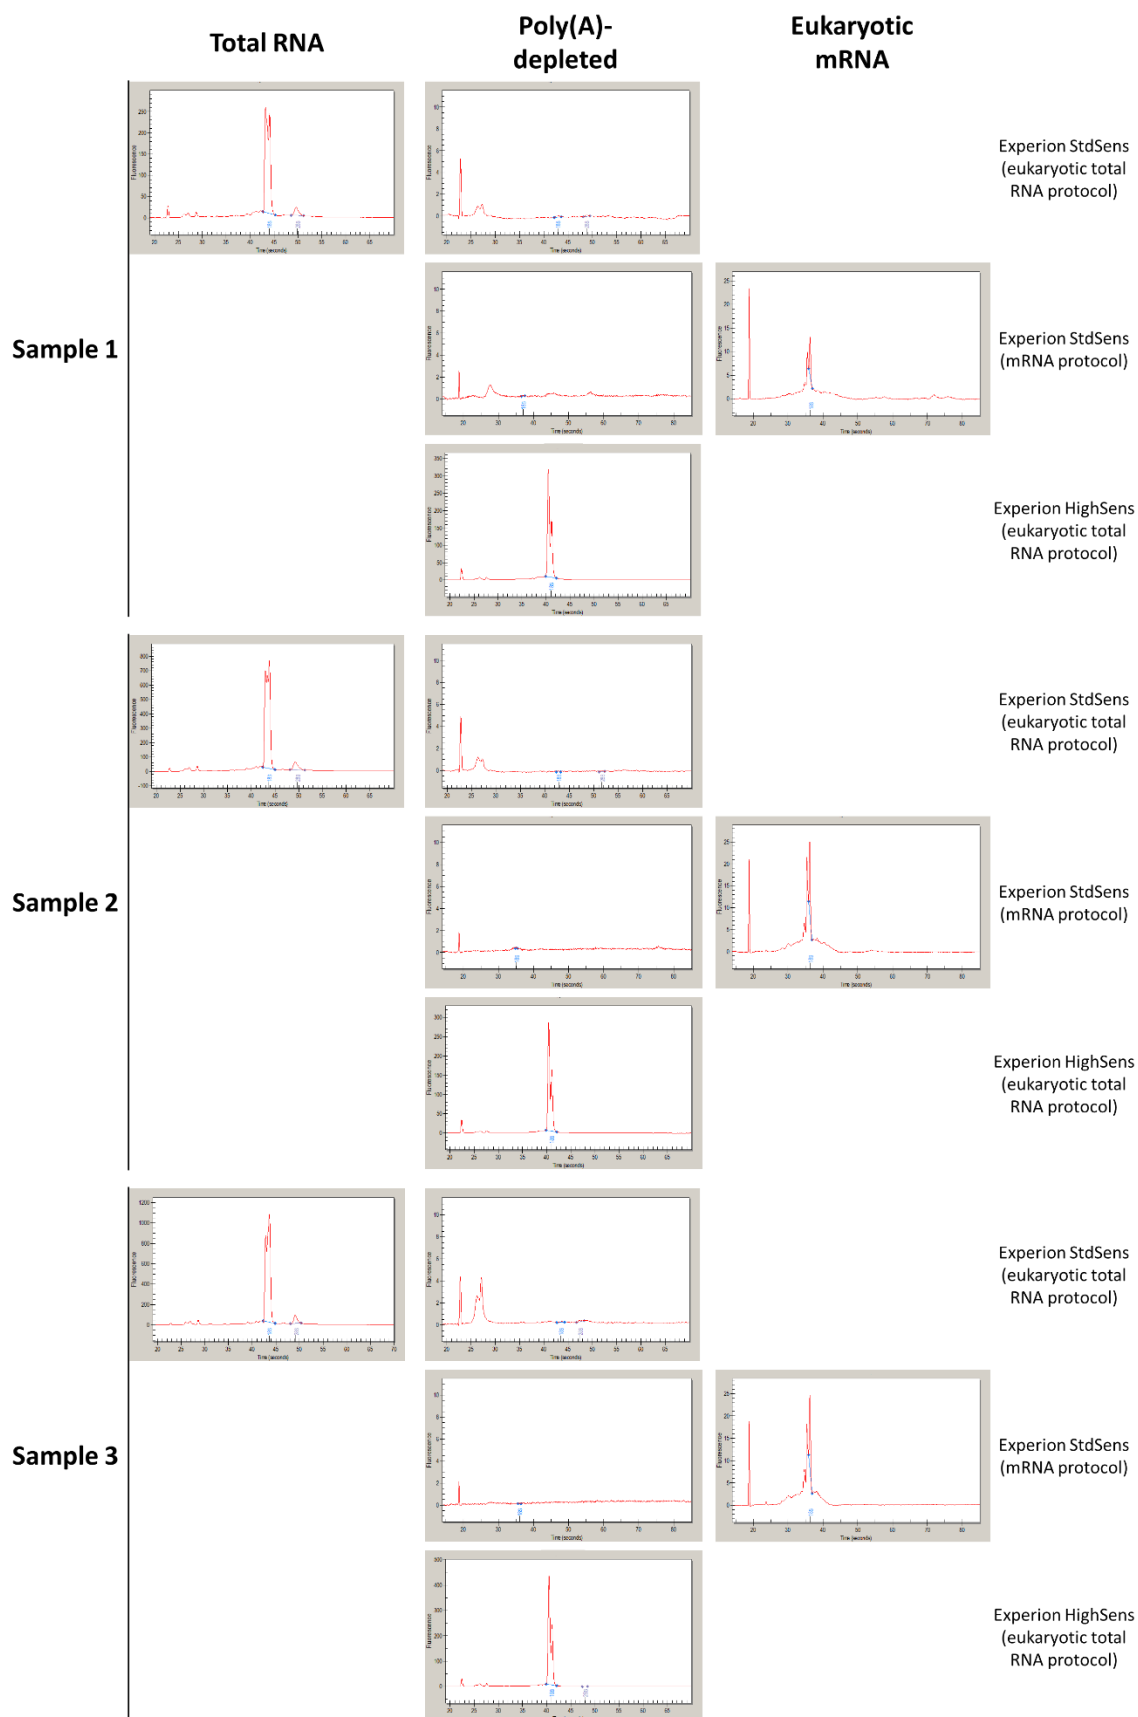

**B**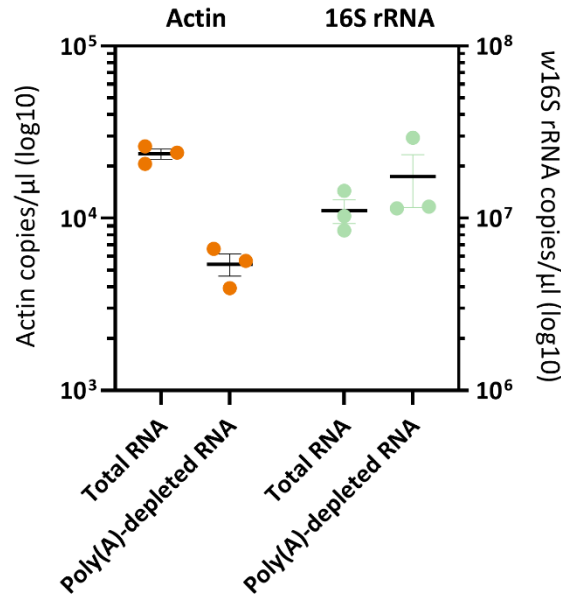

**Supplementary Figure 3. Depletion of insect cell mRNA using Dynabeads.** Total RNA was extracted from  $0.5 \times 10^7$  cells/ml cultured for 6 days (samples 1, 2) or 9 days (sample 3) in 12-well plates with the miRNeasy Mini Kit. Poly(A) depletion was performed and the resulting poly(A)-depleted RNA and eukaryotic mRNA were recovered. The different types of RNA were analyzed on the Experion Automated Electrophoresis Station and by RT-qPCR. (A) Electropherograms of different analyses are shown. First, total RNA and poly(A)-depleted RNA were analyzed with the Experion StdSens Kit using the eukaryotic total RNA protocol. The total RNA of samples 1 and 3 was diluted 1:1 before measuring. Second, poly(A)-depleted RNA and eukaryotic mRNA were analyzed with the Experion StdSens Kit using the mRNA protocol. Third, poly(A)-depleted RNA diluted 1:100 was analyzed with the Experion HighSens Kit using the eukaryotic total RNA protocol. (D) Insect cell actin (orange) and wolbachial 16S rRNA (*w*16S rRNA, green) transcripts were quantified via RT-qPCR in total RNA and poly(A)-depleted RNA. The mean  $\pm$  SEM is shown.

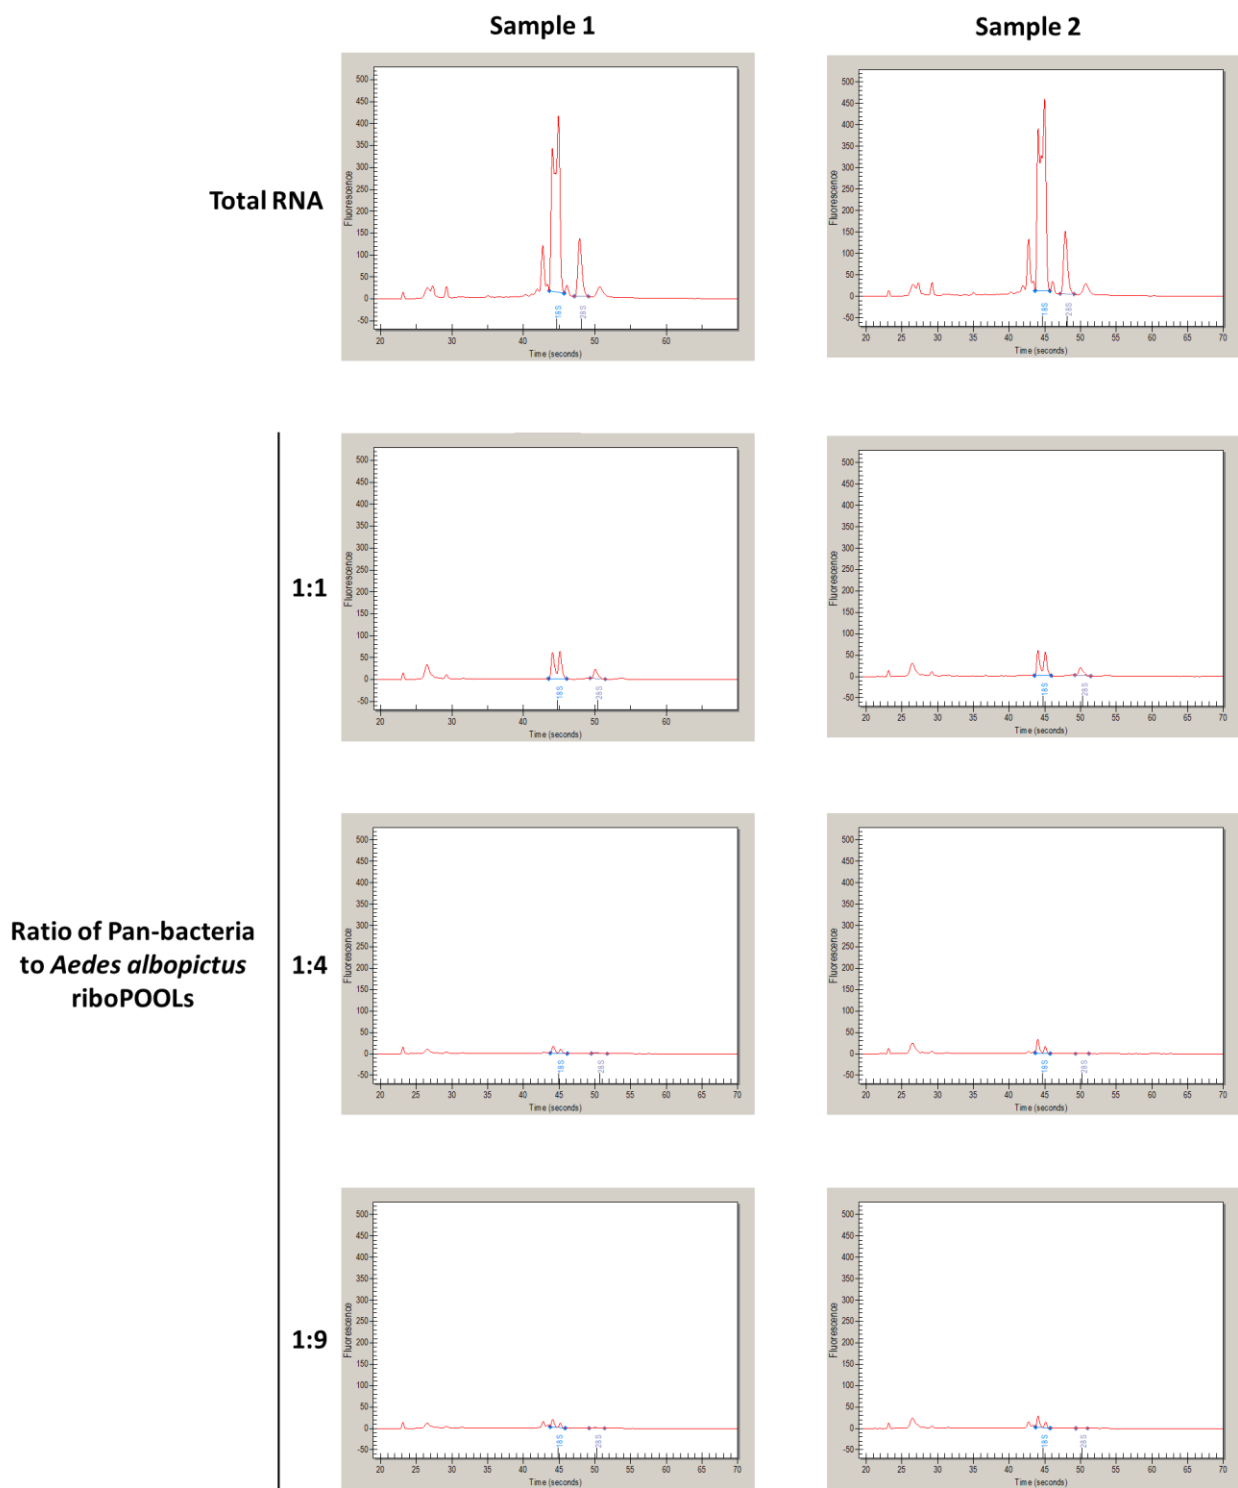

**Supplementary Figure 4. Electropherograms showing ratio-dependent depletion of wolbachial and insect cell rRNA by riboPOOLs.** Total RNA was extracted with the miRNeasy Mini Kit in technical duplicates and subsequently treated with different ratios of Pan-Bacteria to *Aedes albopictus* riboPOOLs (1:1, 1:4, 1:9) for rRNA depletion. Total RNA and rRNA-depleted RNA were analyzed with the Experion StdSens Kit using the eukaryotic total RNA protocol on the Experion Automated Electrophoresis Station.

**A**

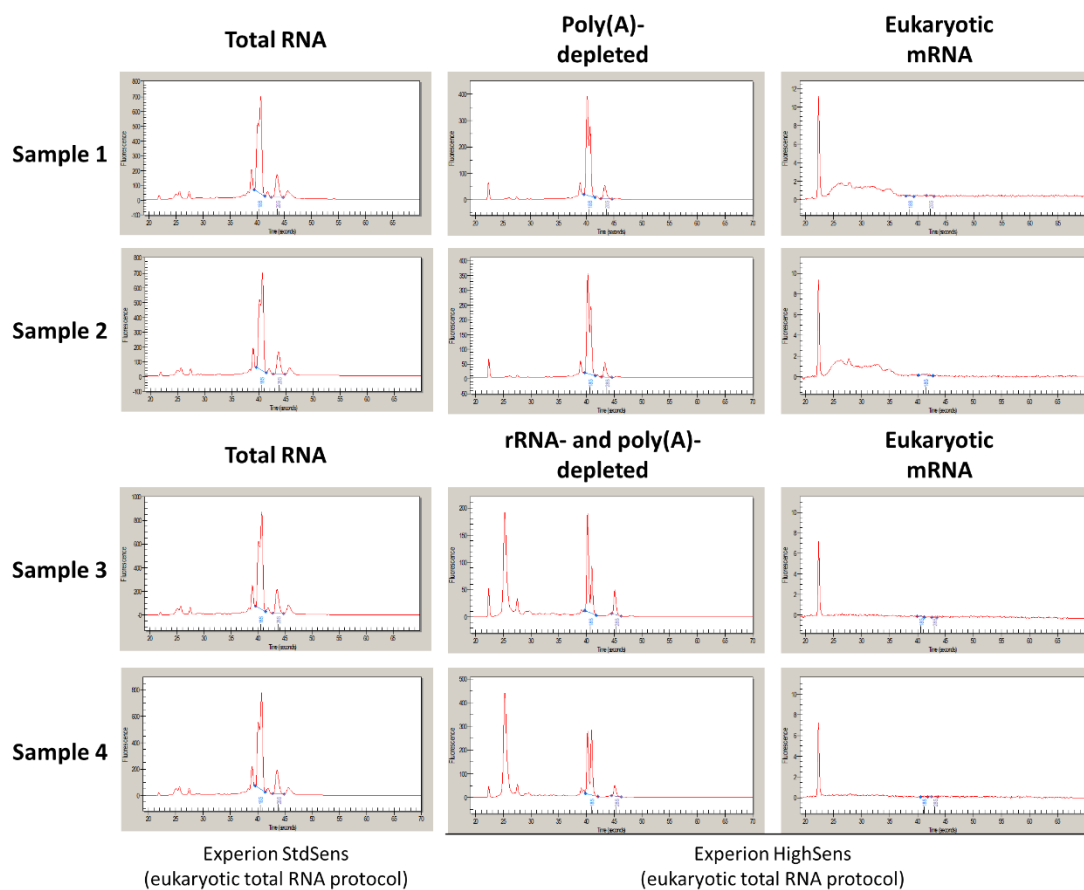

**B**

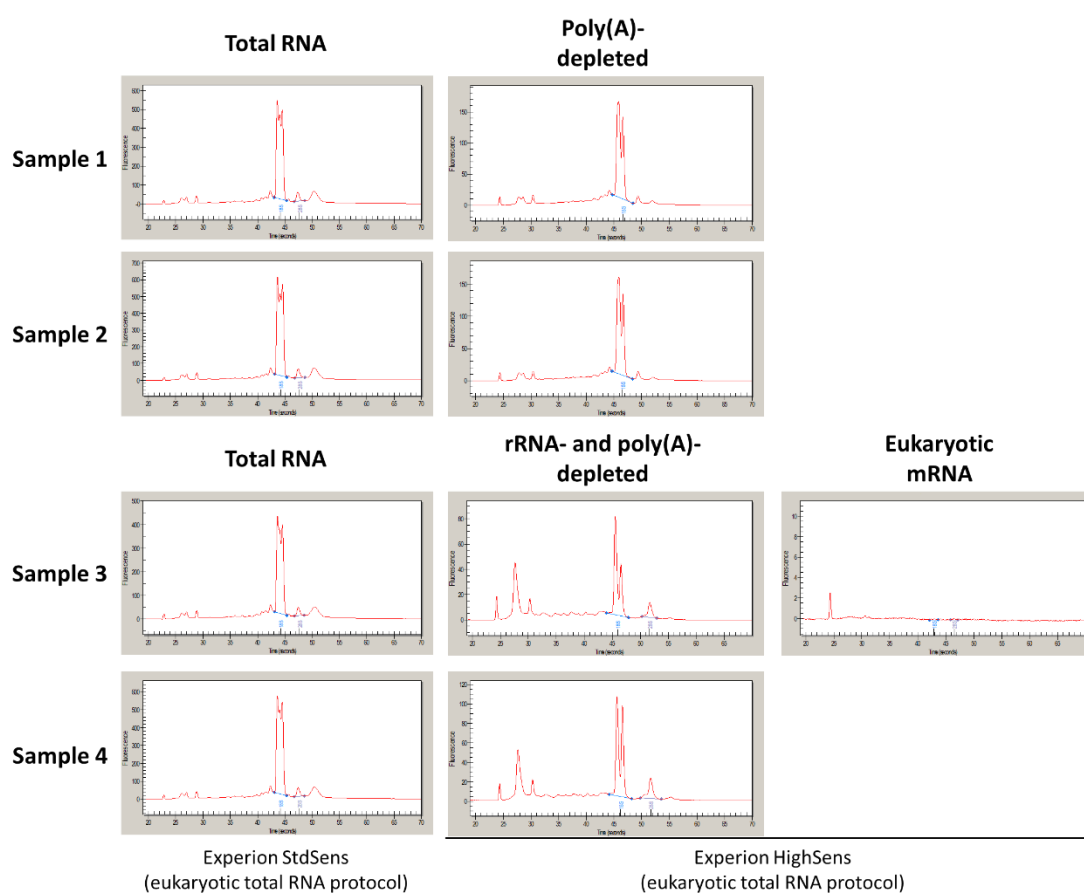

**Supplementary Figure 5. Electropherograms of poly(A)-depleted and rRNA- and poly(A)-depleted RNA.** Total RNA was extracted with the miRNeasy Mini Kit from two cell culture flasks of different passages (**A**, **B**) in 4 technical replicates each. Poly(A) depletion was performed with Dynabeads. rRNA depletion was performed using a 1:4 ratio of Pan-Bacteria to *Aedes albopictus* riboPOOLs. Afterwards, poly(A) depletion was performed with Dynabeads. mRNA was recovered as a control and analyzed for the shown samples. All RNA types were subsequently analyzed on the Experion Automated Electrophoresis Station. Total RNA was analyzed with the Experion StdSens Kit using the eukaryotic total RNA protocol while the poly(A)-depleted RNA, rRNA- and poly(A)-depleted RNA, and eukaryotic mRNA were analyzed with the Experion HighSens Kit using the eukaryotic total RNA protocol. The poly(A)-depleted RNA was diluted 1:200 (**A**) or 1:500 (**B**) and the rRNA- and poly(A)-depleted RNA was diluted 1:2 (A) or 1:10 (B). The depleted samples of **B** were sent for RNA-seq.

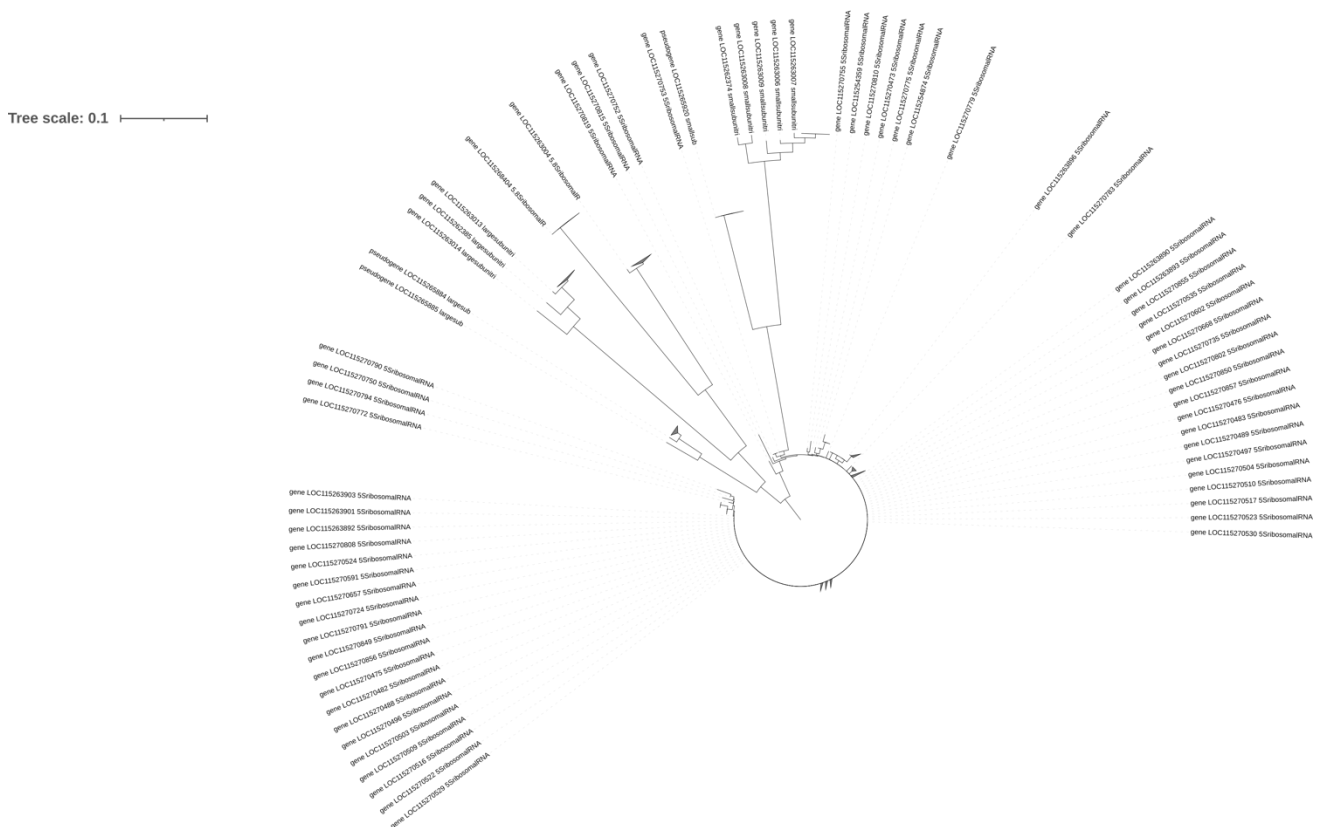

**Supplementary Figure 6. *Aedes albopictus* rRNA sequences tree.** A multiple sequence alignment of the rRNA genes and pseudogenes of *Aedes albopictus* (RefSeq ID: GCF\_006496715.1) was created using MUSCLE (Edgar, 2004) on the EMBL-EBI sequence analysis portal (Madeira et al., 2024) and the tree was created using iTOL (Letunic and Bork, 2024). The pseudogenes showed high similarity to rRNA genes but cluster distinctly. 12 sequences were found to have less than 95% identity.

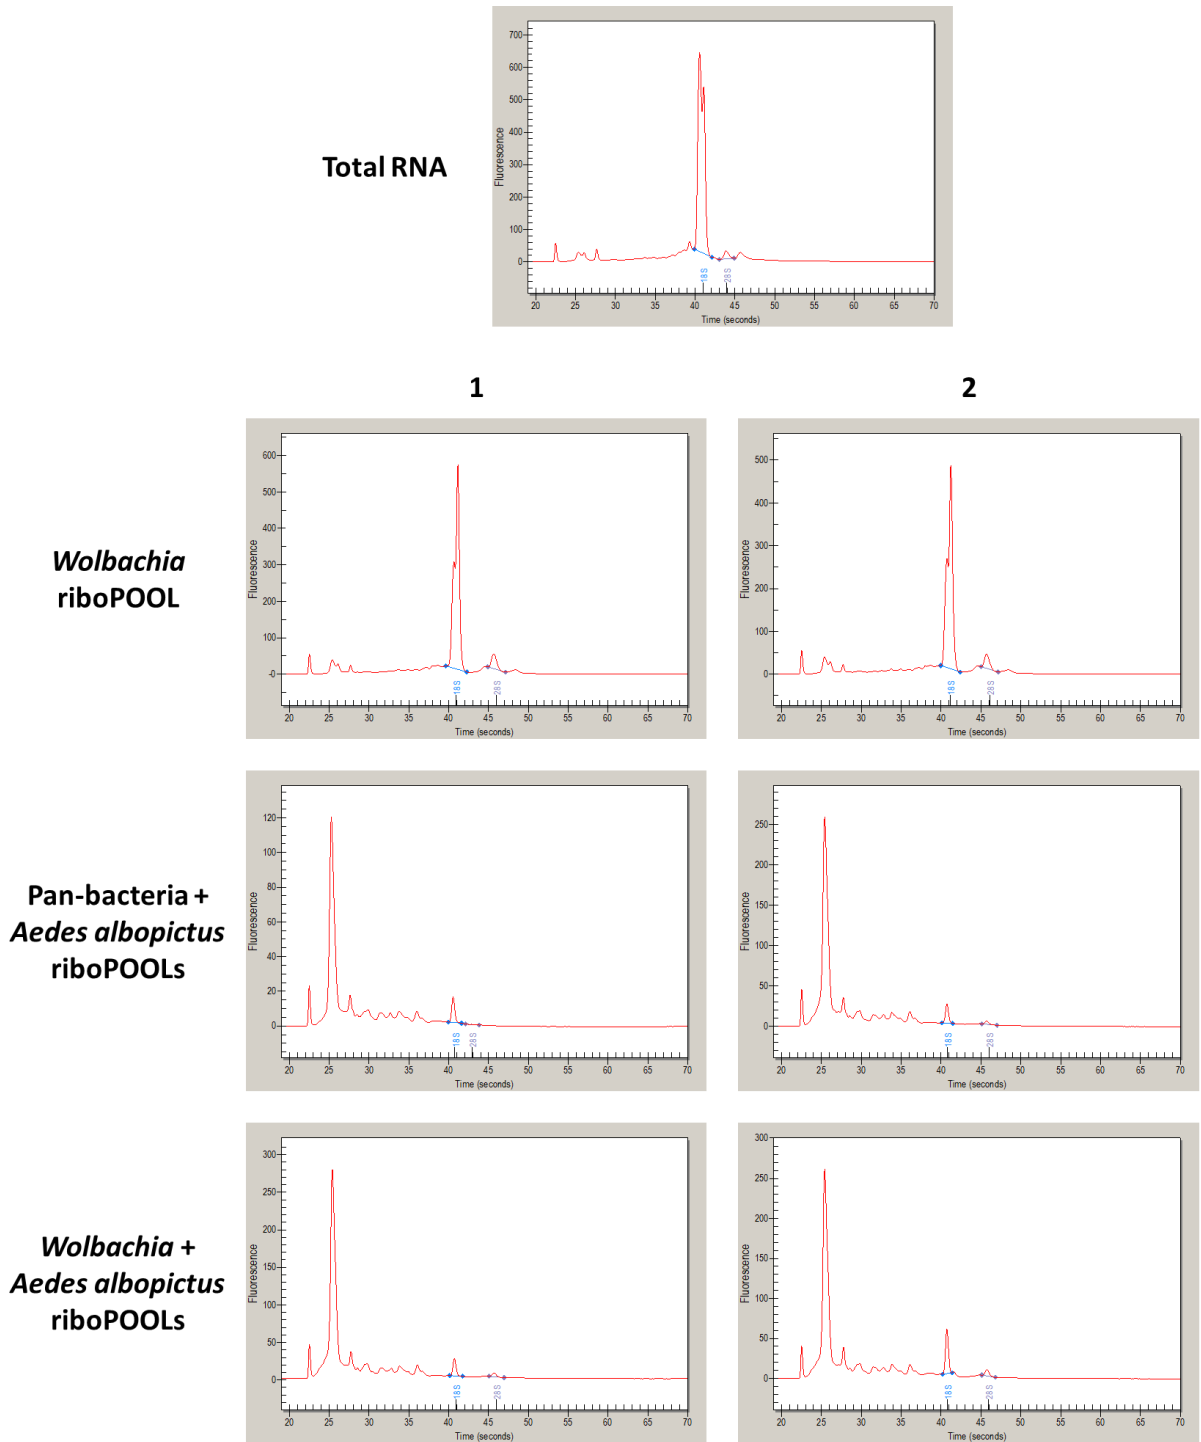

**Supplementary Figure 7. Electropherograms showing depletion of wolbachial and insect cell rRNA by different riboPOOLS.** Total RNA was extracted with the miRNeasy Mini Kit and subsequently treated with different riboPOOLS (1  $\mu$ l *Wolbachia* riboPOOL, 2  $\mu$ l of Pan-Bacteria or *Wolbachia* to *Aedes albopictus* riboPOOLS in a 1:4 ratio) in technical duplicates for rRNA depletion. Total RNA and rRNA-depleted RNA were analyzed with the Experion StdSens Kit using the eukaryotic total RNA protocol on the Experion Automated Electrophoresis Station. There was a slightly insufficient amount of the *Aedes albopictus* riboPOOL available for preparing the second replicate in combination with the *Wolbachia* riboPOOL, though the exact deficit was not quantified.

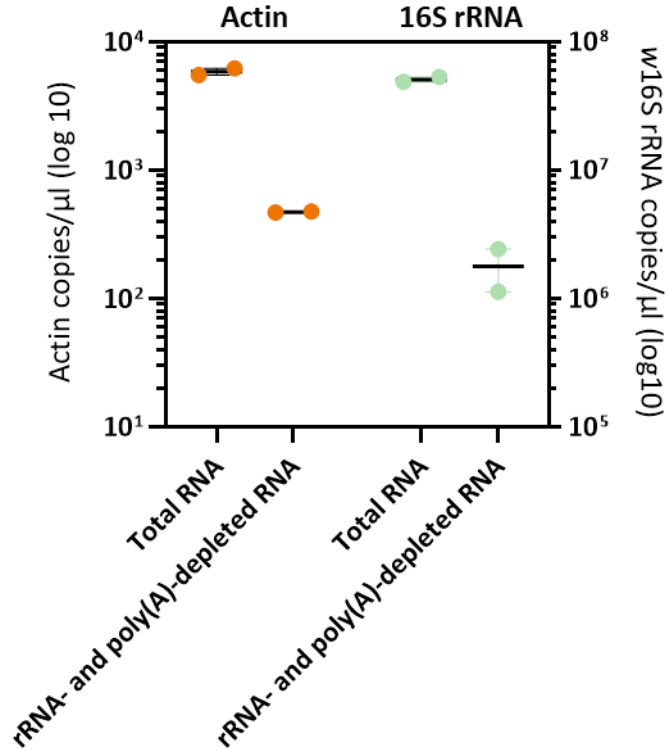

**Supplementary Figure 8. Depletion of rRNA and insect cell mRNA using custom-designed riboPOOLS and Dynabeads.** Total RNA was extracted with the miRNeasy Mini Kit in technical replicates, followed by rRNA depletion with riboPOOLS and subsequent poly(A) depletion. Insect cell actin (orange) and wolbachial 16S rRNA (*w*16S rRNA, green) transcripts were quantified via RT-qPCR in total RNA and rRNA- and poly(A)-depleted RNA. The mean  $\pm$  SEM of two technical replicates is shown. These replicates were sent for RNA-seq.

A

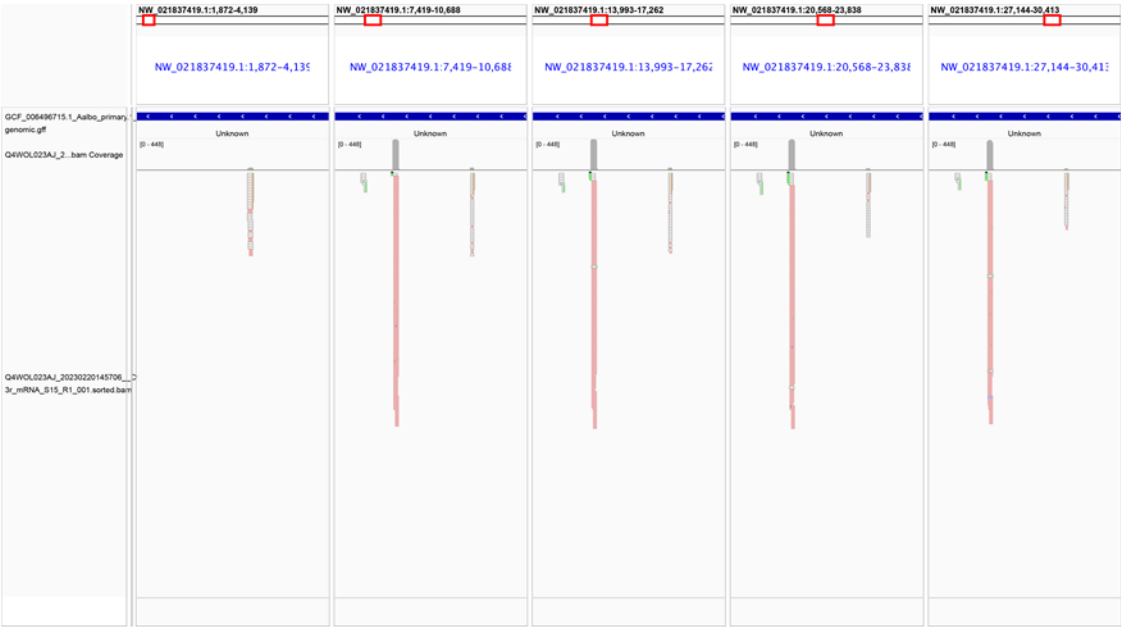

B

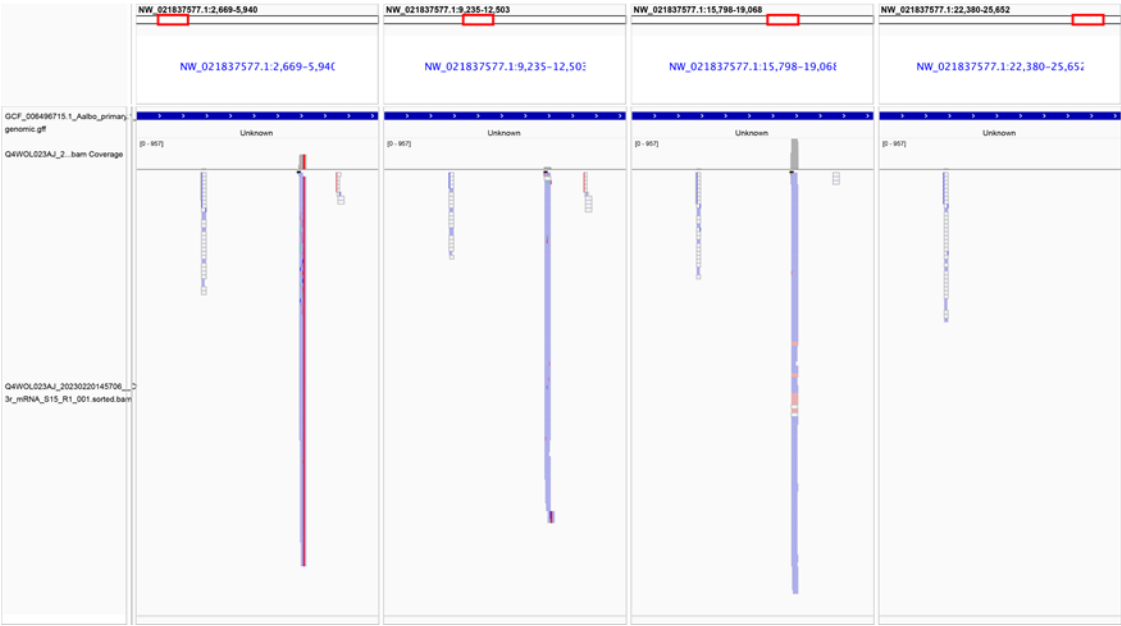

**C**

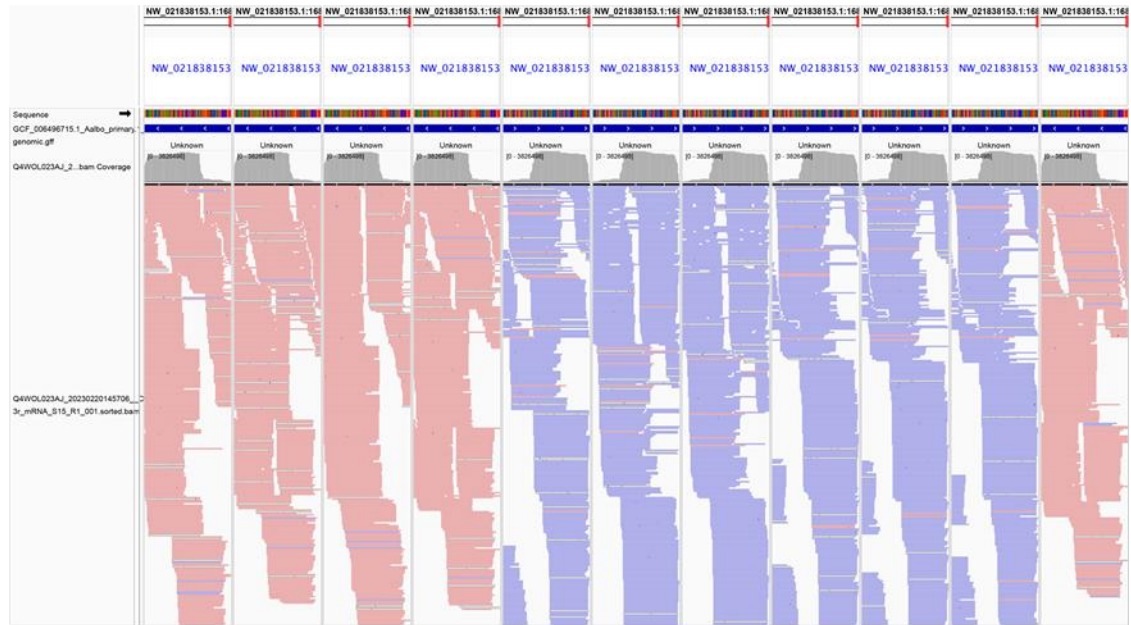

**D**

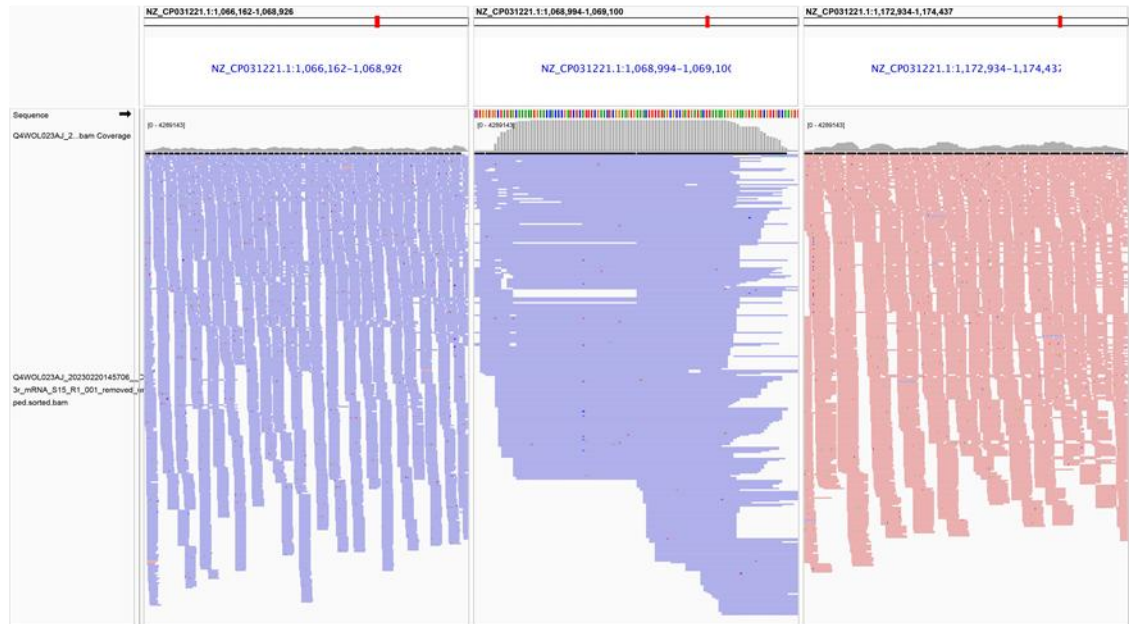

**Supplementary Figure 9. IGV analysis of rRNA loci.** Mapped reads were visualized using the Integrative Genomics Viewer (IGV, version 2.19.7). Representative views are shown for one of the two technical replicates for the nine annotated 28S rRNA loci (**A**, **B**) and selected 5S rRNA loci (**C**) of *Aedes albopictus* as well as the three annotated rRNA loci of *Wolbachia* (**D**).

**A**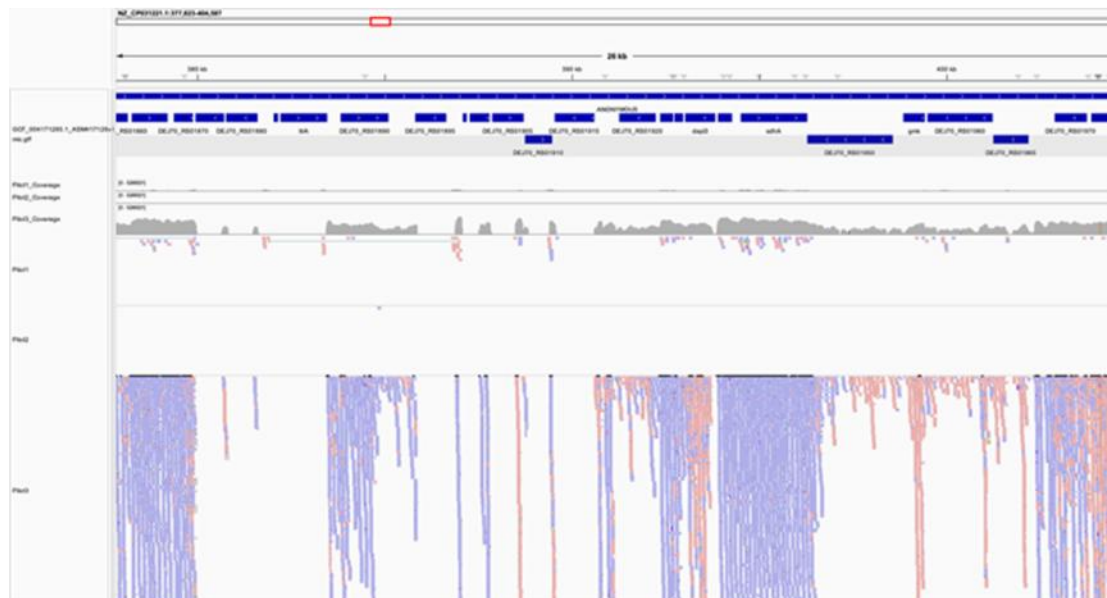**B**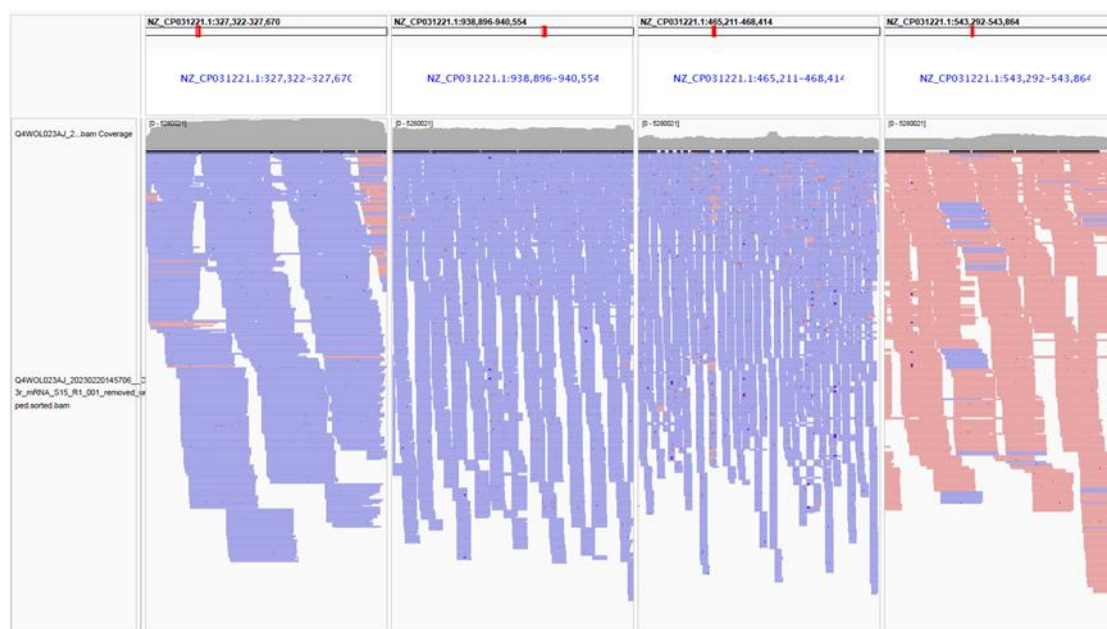

**Supplementary Figure 10. IGV analysis of *Wolbachia* protein-coding genes.** Mapped reads were visualized using the Integrative Genomics Viewer (IGV, version 2.19.7). Representative views are shown for one region across all three runs, with one replicate per run (**A**) and for four selected proteins for one replicate of run 3 (**B**).

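The 4 genes at the coordinates shown in panel B are *rnpB* (DEJ70_RS01620), the RNA of RNase P, and the protein genes *groL* (DEJ70_RS04500), *carB* (DEJ70_RS02305) and *ruvA* (DEJ70_RS02670). Their shares of the non-rRNA *Wolbachia* counts in run 3 were 30.8% ± 0.130 (SD, n = 2 technical replicates), 2.71% ± 0.0433, 0.0821% ± 0.00567 and 0.0163% ± 0.00100. The mean depth of *groL* was 44804X in replicate 3 and 57104X in replicate 4, that of *carB* 661X and 950.03X, and that of *ruvA* 739X and 1051X. Against run 1, *rnpB* had a log2 fold change of 3.10 (standard error 0.32, adjusted p = 6.75e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and *groL* of 1.85 (standard error 0.15, adjusted p = 2.36e-09, same edgeR test). Scaled by library size alone, the log2 fold change of *groL* was 0.08 (adjusted p = 0.618, same edgeR test). That of *carB* was 0.50 (standard error 0.17, adjusted p = 0.0172, same edgeR test) and reversed to -1.27 with library size alone. The median of all tested genes moved from -0.03 to -1.80 with that scaling, so the reversal is not particular to *carB*. *ruvA*, with 6 to 9 counts per library in run 1, did not pass the filter of the test.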

## Supplementary Methods

### RNA extraction and quality control

To ensure high RNA integrity and yield, we optimized RNA extraction and preservation conditions. Using approximately  $10^6$  insect cells as starting material together with QIAzol provided the best results (Table 1, Figure 1, Supplementary Figure 1). Substituting chloroform with 1-bromo-3-chloropropane proved advantageous, as it is less toxic, requires only half the volume, and results in a more distinct phase separation (Chomczynski and Mackey, 1995).

RNA quantity and quality were assessed with the Experion Station (Bio-Rad), which has since been discontinued, as has the widely used 2100 Bioanalyzer (Agilent). Alternatives to these chip-based methods, which calculate RNA integrity numbers (RQI for Bio-Rad; RIN for Agilent), are traditional gel-based analysis of RNA integrity or other platforms for the capillary electrophoresis-based analysis, e.g., from Agilent (4150 TapeStation, 4200 TapeStation, Fragment Analyzer) or Qiagen (QIAxcel Connect). Thermo Fisher Scientific offers a method for RNA integrity determination based on fluorescent dyes (Qubit RNA IQ Assay for Qubit 4 or Qubit Flex).

### Verification of depletion efficiency

To verify successful depletion, we performed RT-qPCR targeting 16S rRNA to control for bacterial rRNA depletion and, when poly(A) depletion was included, targeting actin to control for eukaryotic mRNA depletion. For adapting our method, it might be cost-effective to also include a eukaryotic rRNA RT-qPCR to the workflow, as others have done (Fauver et al., 2019; Goraichuk et al., 2024). An 18S rRNA RT-qPCR, already established for several mosquito species (Hoffmann et al., 2004), offers a way to control for eukaryotic rRNA depletion.

High-quality RNA was obtained by using at least  $10^6$  cells as starting material, QIAzol, the miRNeasy Mini Kit with 1-bromo-3-chloropropane, and the QIAcube automated station for RNA extraction. Under these conditions, RNA concentrations exceeded 500 ng/ $\mu$ l, with A260/A280 ratios of 1.9–2.0 and RQI values of 10.

### Discontinued rRNA depletion kits for non-mammalian hosts

The study of intracellular bacteria in non-mammalian hosts is hampered by the lack of commercially available rRNA depletion kits. While some kits have been shown to work for non-mammalian rRNA depletion or were specifically designed for this purpose, availability has been a recurring issue. For example, the MICROBEnrich insect/*C. elegans* module (Ambion) is no longer available (Kumar et al., 2012). However, Thermo Fisher Scientific still offers the MICROBEnrich Kit for depletion of mammalian rRNA and can provide sequences from the discontinued modules for ordering oligos independently (personal communication: Thermo Fisher Scientific Tech Support). This approach has been successfully applied for insect rRNA depletion (Scully et al., 2013).

After the discontinuation of the insect module, Kumar et al. (2012) reported that the Ribo-Zero Kit (Human/Mouse/Rat) (Epicentre) efficiently removes over 98% of insect rRNA. This kit, later marketed by Illumina, was used alongside the Ribo-Zero Kit (Bacteria) in two RNA-seq studies of *Wolbachia* (Kumar et al., 2016; Chung et al., 2019). However, both kits were discontinued in 2018, further constraining available options. Similarly, the Ribo-Zero Magnetic Gold Kit (Human/Mouse/Rat) (Illumina), which also targets mitochondrial rRNA, was used in two RNA-seq studies of *Wolbachia* (Rainey et al., 2016; Leitner et al., 2021). Using this kit, Leitner et al. (2021) achieved 29.7% reads for *wAlbB* in an *Aedes aegypti* cell line, whereas Rainey et al. (2016) achieved 4.9% reads for *wMel* in a *D. melanogaster* cell line (Rainey et al., 2016; Leitner et al., 2021). The differences in the percentage of wolbachial reads between these two studies could be due to variations in multiplicity of infection and rRNA depletion efficiency across host cells. Notably, neither study reported the percentage of rRNA reads. However, the Ribo-Zero Magnetic Gold Kit is no longer available.

- Chomczynski, P., and Mackey, K. (1995). Substitution of chloroform by bromo-chloropropane in the single-step method of RNA isolation. *Anal Biochem* 225(1), 163-164. doi: 10.1006/abio.1995.1126.
- Chung, M., Teigen, L.E., Libro, S., Bromley, R.E., Olley, D., Kumar, N., et al. (2019). Drug repurposing of bromodomain inhibitors as potential novel therapeutic leads for lymphatic filariasis guided by multispecies transcriptomics. *mSystems* 4(6). doi: 10.1128/mSystems.00596-19.
- Edgar, R.C. (2004). MUSCLE: multiple sequence alignment with high accuracy and high throughput. *Nucleic Acids Res* 32(5), 1792-1797. doi: 10.1093/nar/gkh340.
- Fauver, J.R., Akter, S., Morales, A.I.O., Black, W.C.t., Rodriguez, A.D., Stenglein, M.D., et al. (2019). A reverse-transcription/RNase H based protocol for depletion of mosquito ribosomal RNA facilitates viral intrahost evolution analysis, transcriptomics and pathogen discovery. *Virology* 528, 181-197. doi: 10.1016/j.virol.2018.12.020.
- Goraichuk, I.V., Harden, M., Spackman, E., and Suarez, D.L. (2024). The 28S rRNA RT-qPCR assay for host depletion evaluation to enhance avian virus detection in Illumina and Nanopore sequencing. *Front Microbiol* 15, 1328987. doi: 10.3389/fmicb.2024.1328987.
- Hoffmann, P.R., Woodrow, R.J., Calimlim, P.S., Sciulli, R., Effler, P.V., Miyamoto, V., et al. (2004). West Nile virus surveillance: a simple method for verifying the integrity of RNA in mosquito (Diptera: Culicidae) pools. *J Med Entomol* 41(4), 731-735. doi: 10.1603/0022-2585-41.4.731.
- Kumar, N., Creasy, T., Sun, Y., Flowers, M., Tallon, L.J., and Dunning Hotopp, J.C. (2012). Efficient subtraction of insect rRNA prior to transcriptome analysis of *Wolbachia-Drosophila* lateral gene transfer. *BMC Res Notes* 5, 230. doi: 10.1186/1756-0500-5-230.
- Kumar, N., Lin, M., Zhao, X., Ott, S., Santana-Cruz, I., Daugherty, S., et al. (2016). Efficient enrichment of bacterial mRNA from host-bacteria total RNA samples. *Sci Rep* 6, 34850. doi: 10.1038/srep34850.

- Leitner, M., Bishop, C., and Asgari, S. (2021). Transcriptional response of *Wolbachia* to dengue virus infection in cells of the mosquito *Aedes aegypti*. *mSphere* 6(3), e0043321. doi: 10.1128/mSphere.00433-21.
- Letunic, I., and Bork, P. (2024). Interactive Tree of Life (iTOL) v6: recent updates to the phylogenetic tree display and annotation tool. *Nucleic Acids Res* 52(W1), W78-w82. doi: 10.1093/nar/gkae268.
- Madeira, F., Madhusoodanan, N., Lee, J., Eusebi, A., Niewielska, A., Tivey, A.R.N., et al. (2024). The EMBL-EBI Job Dispatcher sequence analysis tools framework in 2024. *Nucleic Acids Research* 52(W1), W521-W525. doi: 10.1093/nar/gkae241.
- Rainey, S.M., Martinez, J., McFarlane, M., Juneja, P., Sarkies, P., Lulla, A., et al. (2016). *Wolbachia* blocks viral genome replication early in infection without a transcriptional response by the endosymbiont or host small RNA pathways. *PLoS Pathog* 12(4), e1005536. doi: 10.1371/journal.ppat.1005536.
- Scully, E.D., Hoover, K., Carlson, J.E., Tien, M., and Geib, S.M. (2013). Midgut transcriptome profiling of *Anoplophora glabripennis*, a lignocellulose degrading cerambycid beetle. *BMC Genomics* 14(1), 850. doi: 10.1186/1471-2164-14-850.

How the deposited data were processed for this re-analysis (not part of the article)

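The deposited files cover 9 libraries in 4 groups of *A. albopictus* C6/36 cells infected with *Wolbachia w*AlbB. Run 1 has 3 biological replicates (Ribo-Zero Plus), run 2A and run 2B have 2 technical replicates each of 1 biological replicate (Ribo-Zero Plus or riboPOOLs, each with Dynabeads), and run 3 has 2 technical replicates (custom-designed riboPOOLs with Dynabeads). Libraries were assigned to groups from the labels and the methods of the paper. For run 2 this rests on reading a letter of the library labels as mRNA-depleted or rRNA-depleted input, and every comparison of run 2A with run 2B depends on it. The *A. albopictus* genes of runs 1 and 3 were not used here.

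The authors deposited raw counts per gene. They aligned the reads of each library separately to the *w*AlbB chromosome and to the *A. albopictus* assembly Aalbo_primary.1 with HISAT2 2.1.0, with spliced alignment for run 1 and without it for runs 2 and 3, and counted reads on the reverse strand of transcript records with featureCounts. The methods name featureCounts 1.6.4, and the tables of runs 2 and 3 name 2.0.1. For run 1 read pairs were counted, for runs 2 and 3 single reads. Reads that mapped to several places or overlapped several genes were not counted, so counts of genes with near-identical copies, rRNA loci of *A. albopictus* among them, are lower limits. Reads outside annotated genes and unmapped reads are not part of the counts, so shares here are shares of gene counts. Shares of all reads were bounded with the depths that the paper gives.

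From these counts, the 2 lanes of each run 1 library were summed, and shares of counts were computed per library with exact Clopper-Pearson 95% intervals, then given as mean and SD over the libraries of a group. Where an *A. albopictus* locus had no count, the limit is 3 counts of the library total, or of the total of the group where its counts were pooled, and for 5S rRNA in run 2A it is the upper bound of the exact interval over the rRNA counts. *Wolbachia* totals were 17142 to 31446 in run 1, 175 to 317 in run 2A, 147 to 153 in run 2B and 52386473 to 56381772 in run 3, so a share in run 2 is known to within several percentage points only. The rRNA loci of *A. albopictus* were the 462 loci of the supplementary rRNA coordinates, pseudogenes included. Of the 40518 loci in the *A. albopictus* table, 16340 had a symbol in the RefSeq gene table of the assembly AalbF5, which was used for gene types only. Groups of run 2 were compared by two-sided exact permutation tests, in which 2 libraries against 2 cannot give a p below 0.33. The number of genes with at least 10 counts was also taken after thinning all libraries of runs 1 and 3 to the smallest total of run 1 (means of 100 draws). Mean depth of a gene is counts times 100 bp over gene length.

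Differences across genes were tested with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, the default filter on low counts, Benjamini-Hochberg adjustment at 0.05) in R 4.3.3, for *Wolbachia* genes other than rRNA genes between run 3 and run 1 and for *A. albopictus* genes between run 2B and run 2A. DESeq2 1.42.0 was an alternative. Other steps used Python 3.11.15 with SciPy 1.17.1, pandas 2.3.3 and NumPy 2.4.6, and figures matplotlib 3.10.9. The tests were tested on simulated data with 200 genes changed 4-fold, as many raised as lowered. The simulated libraries of a test shared a common mean profile and a dispersion of 0.05. A shift in composition such as that between run 1 and run 3 was not simulated, so the rates below do not cover it. For run 3 against run 1, 65 of the 67 changed genes that passed the filter were called, and 4 of 329 unchanged genes. For run 2B against run 2A, 1 changed gene passed the filter at the depth of the libraries and was not called, and at 100 times that depth 143 of 163 changed genes and 11 of 1381 unchanged genes were called.

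The design, the rule for named genes and most alternatives were set before the data were examined. The genes named are the 3 *Wolbachia* rRNA genes, the 4 rRNA or pseudogene loci of *A. albopictus* with the highest mean share in run 2A and in run 2B, the 3 other *A. albopictus* genes with the highest summed count, the 5 non-rRNA *Wolbachia* genes with the highest share in run 3 and in run 1, the 5 genes with the smallest adjusted p in each direction of each test, and the genes that the paper gives by name or coordinates. The alternatives were pooling the counts of a group, leaving out each replicate in turn, single lanes, rRNA without pseudogenes or with a longer list, rRNA without 5S rRNA, other denominators, counts per base, other count minimums, DESeq2, library size without TMM, no filter, rRNA genes kept or left out, the replicate number as a block, and thinning of run 3. An alternative library size for each of the tests, and the leaving out of replicates for the 5S rRNA share of run 3 and for the shares of named genes, were chosen after seeing the data.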

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

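All tests of explanations in this part were chosen after the results were seen. Groups of 2 or 3 libraries were too small for a test of single libraries that lie apart.

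A pair of small structural RNAs that the paper does not name stood out in run 3. *ssrS* (DEJ70_RS02130) held 25.8% ± 1.86 of the non-rRNA *Wolbachia* counts in run 3 and *ssrA* (DEJ70_RS04165) 3.07% ± 0.0287 (SD, n = 2 technical replicates), against 0.0540% and 0.169% in run 1, 0.242% each in run 2A, and 6.52% and 1.32% in run 2B. In run 2B all counts of *ssrA* came from replicate 2. Together with *rnpB*, these genes held 11.7% ± 3.68 in run 1, 13.6% ± 4.06 in run 2A, 39.4% ± 2.44 in run 2B and 59.6% ± 2.02 in run 3. The sequencing platform, read layout, culture or sequencing run alone would leave run 2A and run 2B alike, since they share these. For the 3 genes together, of which *rnpB* made up 31.6 of the 39.4% in run 2B, run 2B lay 25.9 percentage points above run 2A, and the lowest interval bound of run 2B (28.8%) lay 6.62 points above the highest of run 2A (22.2%). For single genes these explanations cannot be told apart from the kit, since the intervals of run 2A and run 2B overlapped (lowest bound of run 2B 2.09% for *ssrS* and 0% for *ssrA*, highest of run 2A 3.52% for both, differences of -1.42 and -3.52 points). For *rnpB* alone the lowest bound of run 2B was 19.3% and the highest of run 2A 21.1%, a difference of -1.83 points. Too few counts in run 1 are excluded as the cause, because the lowest interval bound of run 3 lay above the highest of run 1 by 42.3 percentage points for the 3 genes, 24.3 for *ssrS* and 2.78 for *ssrA*. The rRNA depletion kit and the clean-up that goes with it remain a candidate explanation. The lowest library prepared with riboPOOLs (run 2B and run 3) lay 21.3 percentage points above the highest library prepared with Ribo-Zero Plus (run 1 and run 2A). For *ssrS* alone the distance was 4.66 points, and for *ssrA* it was -0.483, so that the kit cannot be told apart from other causes for *ssrA*. A bias by the length of the gene or of the RNA cannot be told apart from this. The 9 tested genes shorter than these 3 (71 to 129 bp) were all called higher in run 3. Their median log2 fold change was 4.36 (2.05 to 16.12), and 2 had no count in run 1, where the value depends on a prior count. Most of the 9 had so few counts in run 1 that a gene without a rise in run 3 would have failed the low-count filter. That all of them were called higher follows largely from this selection and is no evidence for or against a bias by length. The 38 other tested genes in the range of lengths of the structural RNAs (162 to 349 bp) had a median of 0.78 (95% bootstrap bounds -0.34 and 1.51) and reached 4.98, against 10.71 for *ssrS*, 5.89 for *ssrA* and 3.10 for *rnpB*, but the lengths of their transcripts are not known here. The probes, the clean-up and the order of the depletion steps changed together and cannot be separated in these libraries. No biological explanation was tested, and the culture of run 3 stays open for the further rise from run 2B to run 3.

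The *A. albopictus* locus LOC115254407, a small nuclear RNA gene in the RefSeq table of AalbF5, held 1.60% ± 0.101 of the *A. albopictus* counts in run 2B (9 and 8 counts) and had no count in run 2A, which allows up to 0.262% and 0.132% per library (3 counts). The paper mentions reads on a small nuclear RNA without naming the gene. In the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment its log2 fold change was 6.08 (standard error 0.71, adjusted p = 0.000184, 0.0111 at most over the alternatives that tested it), a value that depends on the prior count because run 2A is at 0. The depth of run 2A is excluded as the cause, since the pooled share in run 2B (1.59%) was at least 18.2-fold higher than the 0.0876% that 3 counts over both libraries of run 2A make. The rRNA depletion kit and the clean-up that goes with it cannot be told apart from other differences between these libraries, because only 1 group of each kit has *A. albopictus* counts here. With any of the 4 libraries left out the locus did not pass the filter of the test, so its call rests on all of them. Both groups come from 1 biological replicate, and no biological explanation was tested.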

How the results depend on the processing

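Every setting was planned except the 2 library sizes taken from the total counts and the leaving out of replicates for the 5S rRNA share and for shares of named genes, which were chosen after seeing the data. Unless a reason is given, the cause of a change was not tested.

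Over the results that answer a comparison, 55 of the values with a replicate left out and 36 under the other settings kept their direction (differences between groups), lay within 1 SD of the reported value (shares, by construction where a replicate was left out) or within 1.5 times of it (numbers of genes), which leaves room for large changes. Beyond these limits, 9 and 26 moved, and 1 reversed under the other settings. Without pseudogenes as rRNA, the *A. albopictus* rRNA difference between run 2B and run 2A kept its direction only, with 0.233 percentage points against 14.0 (exact permutation test, p = 1). With a replicate left out, the *Wolbachia* rRNA share was 21.8% to 24.4% in run 1 and 37.3% to 48.3% in run 3. The difference of run 2B from run 2A was -26.8 to -15.5 percentage points for *Wolbachia* rRNA, 10.0 to 17.9 for *A. albopictus* rRNA and 7.92 to 10.8 for the *Wolbachia* share of gene counts, so each kept its direction.

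Without 5S rRNA, the rRNA share of run 3 fell from 42.8% to 34.6%. As a share of rRNA counts, the pseudogene difference between run 2B and run 2A reversed from 13.7 to -0.989 percentage points, since nearly all rRNA counts were pseudogenes in both. Per base of gene length, the 5S rRNA share of run 3 was 81.1%, because the gene is short. By construction, the count minimum changed the number of genes detected. With at least 1 count the means were 938 in run 1, 93.5 in run 2A and 62.5 in run 2B, and after thinning 901 in run 1 and 699.89 in run 3. With at least 30 counts they were 119 in run 1 and 0.5 in run 2A, and after thinning 79.8 in run 1 and 25.6 in run 3, so run 3 lay below run 1 under each minimum when thinned to the smallest total of run 1. Thinned to the smallest total of all libraries, run 3 lay below run 1 with at least 1 count (37.4 against 74.6) and above it with at least 10 (2 against 0.653) and at least 30 (0.96 against 0).

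In the test of *Wolbachia* genes between run 3 and run 1, which called 287 genes (153 higher and 134 lower), library size alone gave 29 higher and 382 lower, and the total of all non-rRNA counts as library size, chosen after seeing the data, 30 higher and 375 lower. The median log2 fold change of all tested genes was -0.03 with TMM, -1.80 and -1.71 with these. Without the filter 453 were called (280 higher) among 1322 tested, and with run 3 thinned 120 (74 higher, 46 lower) among 321 tested, which follows in part from the number of genes tested. With a replicate left out, the higher genes ranged from 118 (without run 3 replicate 3) to 251 (without run 1 replicate 1), and were 242 and 249 without run 1 replicate 2 or 3, when 1167 to 1170 genes were tested. DESeq2 called 303.

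The replicate number taken as a replicate block gave 270 calls (147 higher, 123 lower). The labels number the libraries of run 3 as replicates 1 and 2, but libraries of the same number in run 1 and run 3 share only that number, and the deviations of the libraries so paired did not go together (Pearson r = -0.03, Spearman rho = 0.07 across 459 genes, which are not independent replicates, in 2 pairs).

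In the test of *A. albopictus* genes, which called 3 of 7 genes (2 higher, 1 lower), the counts are so few that single libraries decide the calls. DESeq2 and the fit without rRNA loci each called 1 higher and 1 lower. The fit without the filter called 8 (5 lower) among 1937 tested. The total counts as library size, chosen after seeing the data, gave 6 calls (5 higher). With a replicate left out there were 1 to 3 calls, 0 to 2 higher and 1 to 2 lower. Without run 2A replicate 7 or run 2B replicate 1 there was 1 call, and without run 2B replicate 2 there were 2 calls, both lower.

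For log2 fold changes of named genes, 88 kept direction and call with a replicate left out, 11 lost and 1 gained the call, and 1 reversed, and under the other settings 124 kept both, 7 lost and 4 gained the call, and 8 reversed. DEJ70_RS02180 (0.41) reversed to -1.36 with library size alone and -1.27 with total non-rRNA counts. The median of all tested *Wolbachia* genes moved from -0.03 to -1.80 and -1.71 with these scalings, so small positive values turned negative. *carB* (DEJ70_RS02305, 0.50) reversed to -1.27 and -1.18 under these and to -0.15 with run 3 thinned. DEJ70_RS02640 (-0.11) ranged from -0.19 (without run 3 replicate 4) to 0.031 (without run 1 replicate 1), a reversal. LOC115265884 (-0.64) reversed to 1.11 with total counts as library size, where the median of all tested *A. albopictus* genes moved from 1.01 to 2.71. Of the 8 reversals under the other settings, 2 came with library size alone, 2 with total non-rRNA counts and 1 with total *A. albopictus* counts. These follow from a shift of all tested genes together and say nothing about single genes. LOC109418656 (0.54) reversed to -0.066 with DESeq2 and -0.13 without rRNA loci. The 151 shares of named genes with a replicate left out lay within 1 SD of the reported shares, which holds by construction in groups of 2 or 3 libraries and says nothing about their stability. The share of *ssrA* in run 2B was 0% or 2.63% with a replicate left out, against 1.32%, and that of *ssrS* in run 2A 0% or 0.483%, against 0.242%.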

Differences from the paper's values

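The rRNA share of *A. albopictus* counts was 12.2% in run 2A, where the paper's value is 83.9%, and 26.2% in run 2B, where the paper's value is 92.2%. None of the 5 alternatives set before the data were examined closes either gap. They were pooled counts, pseudogenes not counted as rRNA, a longer rRNA list and each replicate left out, and gave 0.0219% to 14.1% in run 2A and 0.255% to 30.1% in run 2B. Leaving out pseudogenes can only lower the share, and the longer list left it unchanged. The paper's values are shares of the mapped reads, and the counts leave out reads that mapped to several places. None of the alternatives brings such reads back, so they cannot decide where the gaps come from. The *A. albopictus* counts came to at most 10.8% of the reads in run 2A and 2.80% in run 2B. This is far below the shares of reads that the paper maps to *A. albopictus*. Most of the mapped reads are thus outside the counts, and the gaps do not contradict the paper's values. The direction is the same as in the paper, with a higher share in run 2B.

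The rRNA pseudogenes and 5.8S rRNA genes of *A. albopictus* took 26.1% of the counts of run 2B, where the paper's value is more than 85% for the untargeted sequences, a narrower set than these classes. Pooled counts and each replicate left out, 3 alternatives set before the data were examined, gave 22.1% to 30.1% and do not close the gap. None of these brings back reads that mapped to several places, so they cannot decide where the gap comes from. As above, the counts of run 2B hold only a small part of the mapped reads.

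The legend of Supplementary Figure 10 names the 4 genes of panel B proteins. The annotation in the deposited tables places *rnpB*, an RNA gene, at the first of these positions, with a mean depth of 2398794X and 3108484X in the 2 libraries of run 3. The other 3 are protein genes.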

Other observations

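All tests of explanations in this part were chosen after the results were seen.

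The balance of *Wolbachia* 16S and 23S rRNA differed between the runs. Per base of gene length, the ratio of 16S to 23S rRNA counts was 0.0795 ± 0.0107 in run 1 (SD, n = 3 biological replicates), 0.137 ± 0.0432 in run 2A, 1.75 ± 1.43 in run 2B and 1.93 ± 0.0469 in run 3 (SD, n = 2 technical replicates each). The rRNA depletion kit remains a candidate explanation. Every library prepared with riboPOOLs lay above every library prepared with Ribo-Zero Plus, by at least 0.568 on the ratio scale. A difference of sequencing platform, read layout, culture or sequencing run cannot be told apart from this. Run 2A and run 2B share these, and 16S rRNA made up 8.33% and 5.45% of the 16S and 23S rRNA counts in the libraries of run 2A against 60% and 28.6% in those of run 2B, with intervals that overlapped (lowest bound of run 2B 13.2%, highest of run 2A 17.3%, a difference of -4.04 percentage points). Fisher's exact test on the pooled counts (12 of 16S and 170 of 23S rRNA against 17 and 26) gave p = 3.18e-07, but it covers counting error only and leaves out the spread between the libraries. With 17 and 33 rRNA counts in the libraries of run 2B, the size of the ratio there is poorly known. No biological explanation was tested.

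A set of 82 *Wolbachia* genes had no count in run 3 in spite of its depth. Reads shared between near-identical copies are a candidate explanation, because such reads were not counted. Genes whose length at least 5 genes share, taken as a stand-in for copies, had no count in 75 of 431 cases (17.4%). Among the 266 genes with a length of their own 0 were without counts. This cannot exclude too little depth in run 3, since such genes may be longer and gather more counts, and gene length was not matched. No sequences were compared, and no biological explanation was tested.

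Across *A. albopictus* genes, 7 had enough counts for the comparison of run 2B with run 2A, so the counts say little about the host transcriptome. Besides LOC115254407, LOC115270170, a protein-coding gene, was higher in run 2B (log2 fold change 1.55, standard error 0.43, adjusted p = 0.0157, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 9.06% ± 3.06 of the *A. albopictus* counts there and 1.05% ± 0.491 in run 2A, and lost its call with each replicate left out in turn, with DESeq2, with library size alone and without rRNA loci. LOC109431160 was lower (-4.07, standard error 0.33, adjusted p = 1.01e-05, same edgeR test), with 0.569% ± 0.0830 and 3.04% ± 0.265, and lost its call without run 2B replicate 1. LOC109418656, another protein-coding gene, had 4.13% ± 0.0725 in run 2B and 0.897% ± 0.213 in run 2A, with a log2 fold change of 0.54 that was not called and that changed with the setting. It reversed with DESeq2 (-0.066) and without rRNA loci (-0.13), and was called without run 2A replicate 5 (1.52, adjusted p = 0.0427, same edgeR test) and with the total counts as library size, chosen after seeing the data (2.25, adjusted p = 1.76e-05, same edgeR test). The rRNA pseudogene LOC115265884, whose share of counts was higher in run 2B, had a log2 fold change of -0.64 after TMM normalization over the 7 genes (adjusted p = 0.318, same edgeR test), and 1.11 with the total counts as library size, which was chosen after seeing the data.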
